# Deletion of Topoisomerase 1 in excitatory neurons causes genomic instability and early onset neurodegeneration

**DOI:** 10.1038/s41467-020-15794-9

**Published:** 2020-04-23

**Authors:** Giulia Fragola, Angela M. Mabb, Bonnie Taylor-Blake, Jesse K. Niehaus, William D. Chronister, Hanqian Mao, Jeremy M. Simon, Hong Yuan, Zibo Li, Michael J. McConnell, Mark J. Zylka

**Keywords:** Transcription, Cell death in the nervous system, Neurodegeneration

## Abstract

Topoisomerase 1 (TOP1) relieves torsional stress in DNA during transcription and facilitates the expression of long (>100 kb) genes, many of which are important for neuronal functions. To evaluate how loss of *Top1* affected neurons in vivo, we conditionally deleted (cKO) *Top1* in postmitotic excitatory neurons in the mouse cerebral cortex and hippocampus. *Top1* cKO neurons develop properly, but then show biased transcriptional downregulation of long genes, signs of DNA damage, neuroinflammation, increased poly(ADP-ribose) polymerase-1 (PARP1) activity, single-cell somatic mutations, and ultimately degeneration. Supplementation of nicotinamide adenine dinucleotide (NAD^+^) with nicotinamide riboside partially blocked neurodegeneration, and increased the lifespan of *Top1* cKO mice by 30%. A reduction of *p53* also partially rescued cortical neuron loss. While neurodegeneration was partially rescued, behavioral decline was not prevented. These data indicate that reducing neuronal loss is not sufficient to limit behavioral decline when TOP1 function is disrupted.

## Abstract (web summary)

Topoisomerase 1 (TOP1) relieves DNA torsional stress during transcription and facilitates the expression of long neuronal genes. Here we show that deletion of *Top1* in excitatory neurons leads to early onset neurodegeneration that is partially dependent on p53/PARP1 activation and NAD^+^ depletion.

## Introduction

Normal physiological processes, including oxidative stress, neuronal activation, and gene transcription, can damage DNA in neurons^1–4^. If not precisely repaired, DNA damage creates permanent lesions in the neuronal genome, referred to as somatic mutations. Recent single-cell sequencing studies report that every neuron in the mammalian brain may contain unique somatic mutations^5–7^.

DNA mutations are more abundant in individuals with neurodegenerative disorders^8–12^, and reviewed in ref. ^13^. In fact, one common phenotype across numerous neurodegenerative disorders, including Alzheimer’s disease (AD), Parkinson’s disease (PD), amyotrophic lateral sclerosis, and ataxia-telangiectasia, is an abnormal accumulation of DNA damage in neurons^13–16^. DNA damage-induced neurodegeneration is frequently associated with hyperactivation of the nicotinamide adenine dinucleotide (NAD^+^) consuming enzyme PARP1 (poly(ADP-ribose) polymerase 1), which leads to energetic breakdown and cell death^17–20^. A greater understanding of the genes and the molecular mechanisms that maintain genomic integrity in postmitotic neurons could thus have therapeutic relevance for multiple neurodegenerative diseases.

Decades of research in yeast and mitotic mammalian cells support a role for topoisomerase 1 (TOP1) in gene transcription and maintenance of genomic integrity^21,22^. Recent studies suggest that transcriptional stress-driven DNA damage is also prevalent in postmitotic neurons and has the potential to disrupt genes that neurons depend on most^2^. We recently identified TOP1 as a key transcriptional regulator in postmitotic neurons^23,24^. TOP1 relieves DNA supercoiling generated during transcription by catalyzing a single-strand DNA cleavage^22^. During this reaction, TOP1 transiently binds to the DNA forming a cleavage complex (TOP1cc). Acute depletion of TOP1 or acute treatment with topotecan, a TOP1 inhibitor, resulted in the downregulation of long genes (>100 kb) in cultured cortical neurons^23^. TOP1cc-dependent and -independent mechanisms were implicated in these transcriptional responses^24^. Long genes, as a class, are disproportionately associated with neuronal functions^23,25^, and acute inhibition of TOP1 impaired long genes associated with synaptic function in neuronal cultures^26^. Using a single-cell RNA-sequencing (RNA-seq) approach, we also found that excitatory neurons in lower cortical layers expressed long genes to a greater extent when compared to excitatory neurons in upper cortical layers in embryonic and early postnatal mice^27^.

Based on these observations, we hypothesized that TOP1 might maintain genomic integrity and/or maintain transcriptional output in the central nervous system and that deletion of *Top1* would have the greatest impact on lower layer excitatory cortical neurons. Here, we tested this hypothesis by conditionally deleting *Top1* in postmitotic excitatory neurons in the mouse cerebral cortex and hippocampus.

## Results

### *Top1* cKO mice show motor deficits and early death

To study the requirement for TOP1 in postmitotic excitatory neurons of the cerebral cortex and hippocampus, we crossed *Top1* conditional knockout mice (*Top1*^*fl/fl*^)^24^ with the *Neurod6*^*Cre*^ mouse line^28^. *Neurod6* expression begins at embryonic day 11.5 and is maintained throughout maturation in postmitotic excitatory neurons of the mouse cerebral cortex and hippocampus, except for the dentate gyrus (DG), where *Neurod6* is only transiently expressed postnatally^28^. Both homozygous *Top1*-knockout mice (*Neurod6*^*Cre/+*^::*Top1*^*fl/fl*^, referred to as *Top1* cKO) and heterozygous (HET) *Top1* KO mice (*Neurod6*^*Cre/+*^::*Top1*^*fl/+*^, referred to as *Top1* cHET) were generated. *Neurod6*^*+/+*^::*Top1*^*fl/fl*^ *or Top1*^*fl/+*^ mice were used as a control (wild-type (WT)). To confirm *Top1* deletion, we examined TOP1 protein levels at postnatal day 0 (P0) through immunostaining. TOP1 was ubiquitously expressed in WT and *Top1* cHET cortex and hippocampus (Fig. 1a, Supplementary Fig. 1), but was absent in most cortical and hippocampal NEUN^+^ neurons of *Top1* cKO mice (Fig. 1a, Supplementary Fig. 1). Cortical neurons that stained positive for TOP1 in *Top1* cKO mice are most likely interneurons, which do not express *Neurod6*. Likewise, most of the neurons in the DG stained positive for TOP1 at this time point (Fig. 1a, Supplementary Fig. 1), consistent with transient postnatal *Neurod6* expression in DG neurons.

**Fig. 1:**
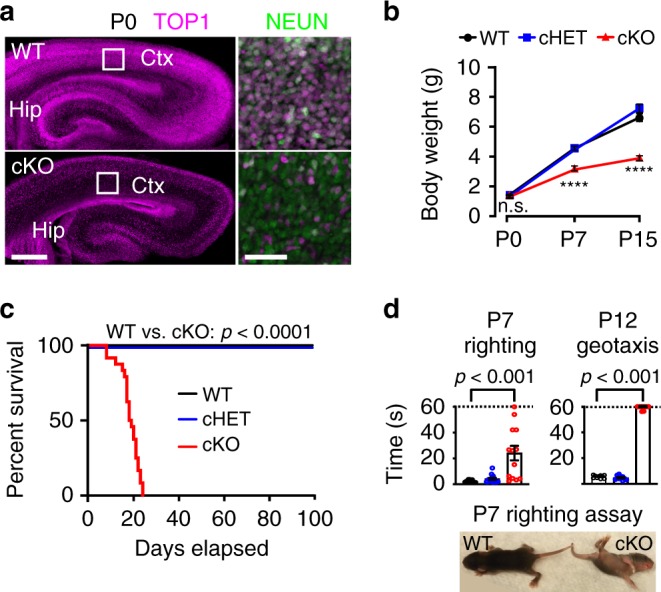
Deletion of *Top1* in cortical and hippocampal neurons impairs motor function and causes premature death. **a** TOP1 and (inset) NEUN immunostaining of P0 WT and *Top1* cKO somatosensory cortex (Ctx) and hippocampus (Hip). Scale bar = 300 μm, inset scale bar = 50 μm. Images are representative of two independent experiments. **b** Body weight of *Top1* WT cHET and cKO mice at different time points. WT: P0 *n* = 10, P7 *n* = 41, P15 *n* = 37; cHET: P0 *n* = 6, P7 *n* = 27, P15 *n* = 20; cKO: P0 *n* = 6, P7 *n* = 17, P15 *n* = 12. ^n.s.^*p* > 0.05, ****p < 0.0001. WT vs. cHET *p* values were not significant in all comparisons. One-way ANOVA with Dunnett’s multiple comparison test for each time point. **c** Kaplan–Meier survival curve. Mantel–Cox test. WT vs. cHET *p* > 0.05. *n* = 24 mice per genotype. **d** Righting and geotaxis assays performed on P7 (WT = 13, cHET = 13, cKO = 13 mice) and P12 mice (WT = 10, cHET = 10, cKO = 9 mice). WT vs. cHET *p* values were not significant (*p* < 0.05). One-way ANOVA with Dunnett’s multiple comparison test. Dashed lines represent cutoff time. Values are mean and error bars are ±SEM.

The body weights of *Top1* cKO mice were comparable to WT mice at birth, but increased to a lesser extent at P7 and P15 (Fig. 1b). *Top1* cKO were viable up to the second and third postnatal week (Fig. 1c). *Top1* cKO mice also showed a severe motor deficit as assessed by the righting reflex assay at P7 and the geotaxis assay at P12 (Fig. 1d). No differences in body weight, viability, or motor function were observed in *Top1* cHET compared to WT mice (Fig. 1b–d). These data indicate that deletion of *Top1* in postmitotic excitatory cortical and hippocampal neurons did not overtly affect brain or body development up to birth, but impaired motor function and caused premature death within the first month of life.

### *Top1* cKO mice show early-onset neurodegeneration

To determine if *Top1* deletion affected postnatal brain size, we quantified brain weight in WT, *Top1* cHET, and *Top1* cKO mice at different time points. Relative to P0, WT brain weight was 2.5-fold greater at P7 and 3.5-fold greater at P15 (110.3 ± 0.003 mg at P0, 274.9 ± 0.008 mg at P7, and 381.6 ± 0.008 mg at P15) (Fig. 2a). *Top1* cKO brain weights were comparable to WT at P0, increased ~2-fold by P7, but then failed to increase at later ages (Fig. 2a), and were visibly smaller than WT brains (Fig. 2b) (101.6 ± 0.001 mg at P0, 200.2 ± 0.008 mg at P7, and 200.6 ± 0.014 mg at P15). *Top1* cHET brains were comparable to WT at all time points (106.0 ± 0.002 mg at P0, 263.6 ± 0.007 mg at P7, and 365.4 ± 0 mg at P15).

**Fig. 2:**
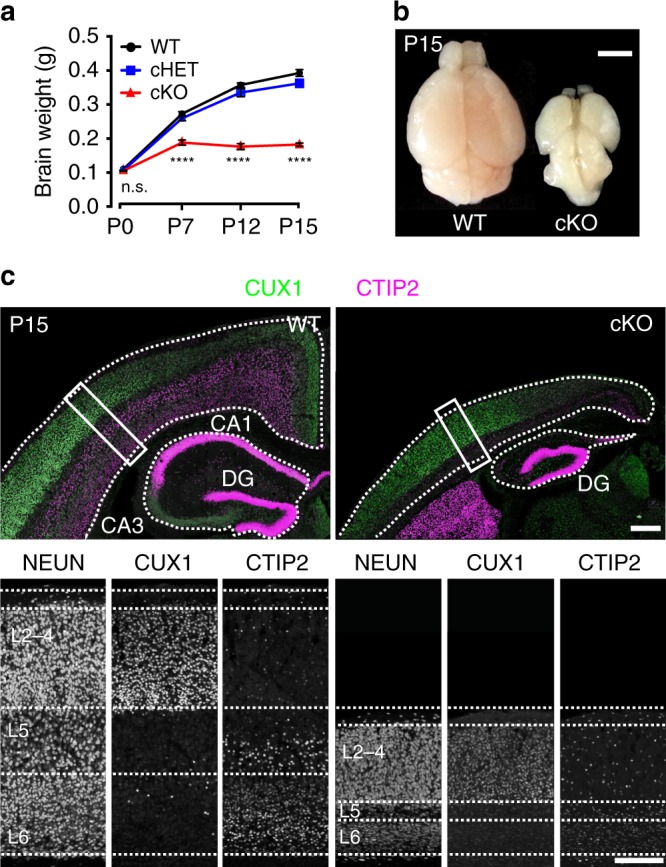
Brain, cerebral cortex, and hippocampus size reduced in *Top1* cKO mice. **a** Brain weight quantification of WT (P0 *n* = 11, P7 *n* = 22, P12 *n* = 8, P15, *n* = 13), cHET (P0 *n* = 14, P7 *n* = 12, P12 *n* = 4, P15 *n* = 1) and *Top1* cKO mice (P0 *n* = 17, P7 *n* = 14, P12 *n* = 3, P15 *n* = 10). Values are mean and error bars are ±SEM. ^n.s.^*p* > 0.05, ****p < 0.0001. WT vs. cHET *p* values were >0.05 in all comparisons. One-way ANOVA with Dunnett’s multiple comparison test. **b** Representative images of P15 brains. Scale bar = 0.5 cm. **c** Sections containing the cerebral cortex and hippocampus immunostained for CUX1, CTIP2, and NEUN to identify layer 2–4, layer 5 and 6 neurons, and all neurons, respectively. Dashed lines delineate cortex, hippocampus, and cortical layers (inset). Scale bar = 300 μm, inset scale bar = 200 μm. Images are representative of three independent experiments. n.s. not significant.

To determine if the cortex and hippocampus were affected, we immunostained P15 brain sections for NEUN (a pan-neuronal marker), CUX1 (an upper layer cortical neuron marker), and CTIP2 (enriched in lower layer cortical neurons and hippocampal granule cells) (Fig. 2c). Cortical thickness was reduced by 40% in *Top1* cKO mice relative to WT mice (Fig. 2c, Supplementary Fig. 2a). While all cortical layers were affected by *Top1* deletion, lower cortical layers showed the most prominent effect (~30% decrease in L2–4, ~70% decrease in L5, and ~40% decrease in L6) (Fig. 2c, Supplementary Fig. 2a). Hippocampal area was also drastically reduced (Supplementary Fig. 2b), with a stronger effect in CA1, CA2, and CA3 hippocampal regions (Fig. 2c). In contrast, the DG was not overtly affected, consistent with no loss of TOP1 in this region (Supplementary Fig. 1). *Top1* cHET cortical thickness was comparable to WT (Supplementary Fig. 2a).

Given the profound reduction in cortical thickness, we next sought to understand the possible causes of this phenotype. To determine if the loss in cortical thickness was due to a deficit in cortical layering or to neurodegeneration, we compared *Top1* cKO and cHET somatosensory cortex to that of WT during the first 2 weeks of postnatal development (Fig. 3a, b). Cortical neurogenesis and neuron migration begin at E11.5, when *Neurod6*^*Cre*^ is first expressed^28^, and terminate prenatally around E17.5 (reviewed in ref. ^29^). At P0, the overall thickness and layer organization of *Top1* cKO and cHET cortex were comparable to that of WT, indicating that neurogenesis and neuron migration were not affected. However, *Top1* cKO cortical thickness was affected at later timepoints. In particular, L5 and L6 were more vulnerable to *Top1* loss, showing a significant decrease in thickness compared to WT at P7, and a collapse in thickness by P15. L2–4 were only significantly reduced at the P15 timepoint. *Top1* cHET cortical development was comparable to that of WT mice (Fig. 3a, b). These data suggest that homozygous loss of *Top1* caused rapid, early-onset neurodegeneration that initially affected lower layer neurons and then extended to upper layers.

**Fig. 3:**
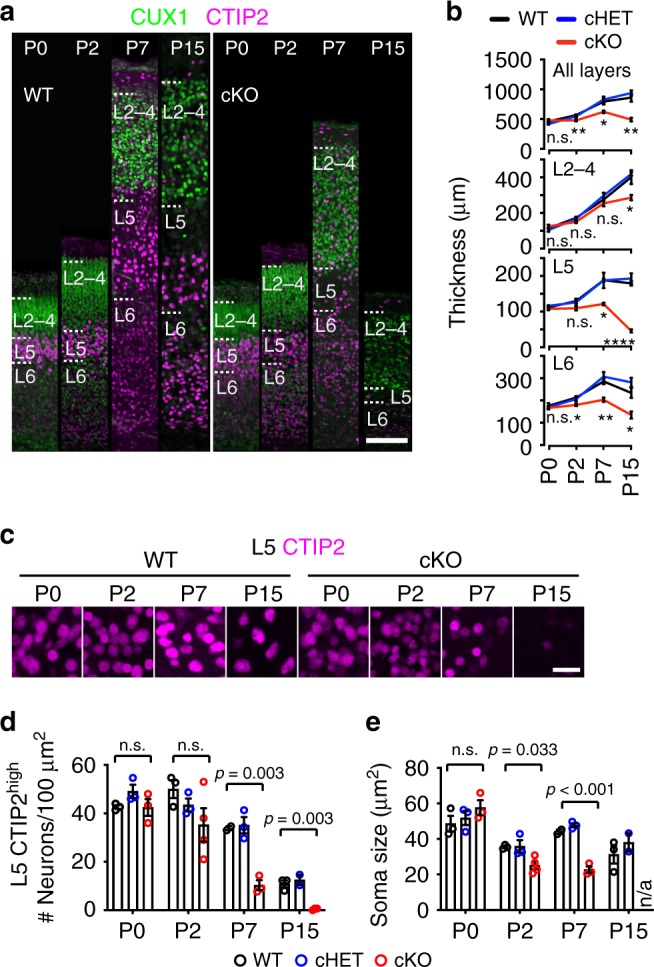
Neurodegeneration of the cerebral cortex in *Top1* cKO mice. **a** WT and *Top1* cKO cerebral cortex immunostained for CUX1 and CTIP2 at P0, P2, P7, and P15. Images are representative of three independent experiments for a total of three mice per genotype per time point. Scale bar = 100 μm. **b** Cortical layer thicknesses, *n* = 3 per genotype per time point. ^n.s.^*p* > 0.05, *p < 0.05, **p < 0.01, and ****p < 0.0001. Asterisks refer to WT vs. cKO comparisons. WT vs. cHET *p* values were >0.05 in all comparisons. WT vs. cKO *p* values in all layers: at P0 *p* = 0.43, at P2 *p* = 0.003, at P7 *p* = 0.029, at P15 *p* = 0.002. WT vs. cKO *p* values in L2–4: at P0 *p* = 0.38, at P2 *p* = 0.052, at P7 *p* = 0.57, at P15 *p* = 0.016. WT vs. cKO *p* values in L5: at P0 *p* = 0.28, at P2 *p* = 0.070, at P7 *p* = 0.010, at P15 *p* < 0.0001. WT vs. cKO *p* values in L6: at P0 *p* = 0.47, at P2 *p* = 0.011, at P7 *p* = 0.008, at P15 *p* = 0.012. One-way ANOVA. **c** Gradual loss of L5 CTIP2^high^ neurons in *Top1* cKO cortex. Scale bar = 20 μm. Images are representative of three independent experiments for a total of three mice per genotype for P0, P7, and P15 and four mice per genotype for P2. **d** Quantification of L5 CTIP2^high^ density and **e** soma size at the indicated time points. P0, P7, and P15, *n* = 3 for each genotype; P2, *n* = 3 WT, *n* = 4 cKO. ^n.s.^*p* > 0.05. WT vs. cHET *p* values were >0.05 in all comparisons. n/a = not applicable because no neurons were present. One-way ANOVA with Dunnett’s multiple comparison test. Values are mean and error bars are ±SEM. n.s. not significant.

CTIP2*/Bcl11b* is a transcription factor that marks projection neurons in L5 and L6 and is highly expressed in L5 corticospinal motor neurons^30^. To evaluate the extent to which the decrease in L5 thickness was due to neuronal loss over time, we quantified the density and cell size of spinal projection neurons (CTIP2^high^). We found that CTIP2^high^ neuron density in *Top1* cKO was reduced relative to WT mice by P7, and these neurons were no longer present by P15 (Fig. 3c, d). While CTIP2^high^ neuron density did not decline until P7, we observed a decrease in CTIP2^high^ soma size beginning at P2 (Fig. 3e). These data suggest that deletion of *Top1* affected CTIP2^high^ L5 neurons as early as P2 and contributed to the demise of these neurons by P15. Since HET loss of *Top1* did not affect any of the neurons or markers evaluated above, we did not examine *Top1* cHET mice in subsequent experiments.

### *Top1* cKO mice show neuronal apoptosis and neuroinflammation

We next performed immunostaining for cleaved-caspase 3 (cl-CASP3) and terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL), markers of intermediate and late phases of apoptosis, respectively. Both markers were increased in *Top1* cKO cortex at P7, particularly in L5 and L6 where cell loss and layer thinning were most pronounced (Fig. 4a, b, Supplementary Fig. 3a, b). Another early sign of apoptosis is cell shrinkage, which was observed in L5 neurons starting at P2 (Fig. 3c, e). The cl-CASP3 signal was localized in the soma and apical dendrite of L5 neurons (Fig. 4b), suggesting that neurons in this region were undergoing apoptosis. Altogether, these data indicate that the cortex develops normally in *Top1* cKO mice up to birth, but then shows signs of neurodegeneration by P2 that initiates in lower layer excitatory neurons.

**Fig. 4:**
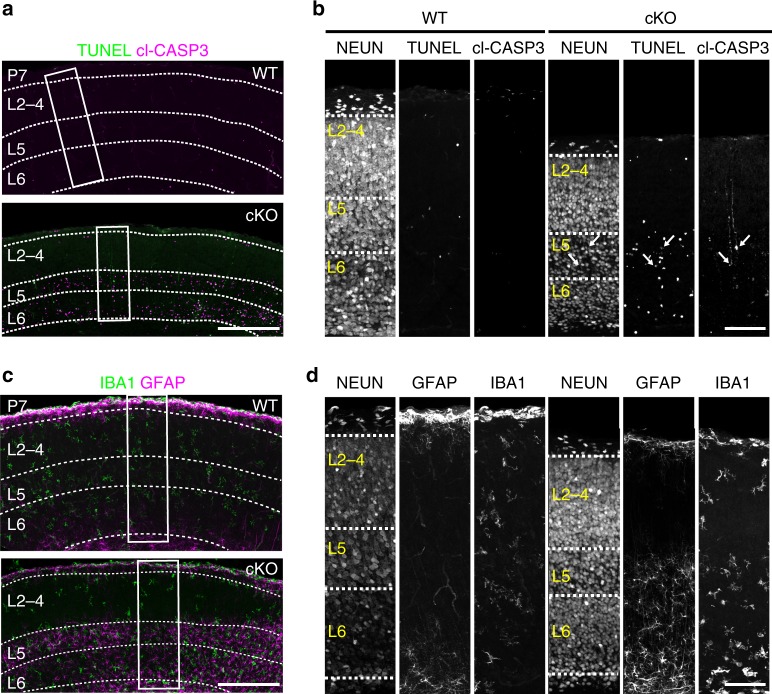
Cell death and neuroinflammation in lower cortical layers of *Top1* cKO mice. **a** P7 somatosensory cortex immunostained for TUNEL, cl-CASP3, and **b** (inset) NEUN. Dashed lines delineate cortical layering identified by NEUN staining. Arrows, late apoptotic cl-CASP3^+^/TUNEL^+^ neurons show low levels of NEUN. cl-CASP3 staining localizes to the soma and apical dendrites of affected L5 neurons. Images are representative of three independent experiments for a total of three mice per genotype. **c** P7 somatosensory cortex immunostained for IBA1, GFAP, and **d** (inset) NEUN. **a**, **c** Scale bar = 300 μm, **b**, **d** scale bar = 100 μm. Images are representative of three independent experiments for a total of three mice per genotype.

Neuroinflammation is seen in a variety of neurodegenerative diseases (reviewed in ref. ^31^). To determine if neuron loss in *Top1* cKO mice was associated with astrogliosis and/or microgliosis, we immunostained P7 cortex for glial fibrillary acidic protein (GFAP) and ionized calcium-binding adaptor molecule 1 (IBA1), respectively. In contrast to WT mice, intense GFAP and IBA1 immunostaining was detected in *Top1* cKO cortex in L5 and L6 at P7 (Fig. 4c, d), suggesting extensive neuroinflammation in *Top1* cKO mice.

To evaluate neuroinflammation non-invasively, we performed in vivo imaging of peripheral benzodiazepine receptor (PBR) expression by positron emission tomography (PET) (Supplementary Fig. 4a, b). PBR is a mitochondrial protein found in the brain (mainly glial cells) and peripheral tissues^32^. At baseline, the brain has lower levels of PBR compared to peripheral tissues^33^. PBR expression is increased in many neurodegenerative diseases characterized by microglia activation, including AD, PD, and multiple sclerosis^34^. PET imaging of WT and *Top1* cKO P15 mice injected with the radioisotope-labeled PBR ligand ^18^F-PBR111^35^ indicated a significant increase in the uptake of the ligand in the frontal lobe, cerebral cortex, and hippocampus of *Top1* cKO brains relative to WT brains (Supplementary Fig. 4a, b). Increased ^18^F-PBR111 binding was also detected in sections of the cerebral cortex from *Top1* cKO mice using autoradiography (Supplementary Fig. 4a).

### Downregulation of long genes in *Top1* cKO lower layer neurons

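Cortical cells from 2 WT (Top1 floxed, without Cre) and 2 Top1 cKO (Top1 floxed, Neurod6-Cre) mice at postnatal day 7 were profiled by Drop-seq, in which each cell is captured in a droplet with a barcoded bead and each captured transcript carries a unique molecular identifier (UMI). The authors aligned the reads to mm10 with STAR and deposited whole-number UMI counts per gene and cell barcode, without normalization, for 19092 genes and 2413 barcodes. Cell names carry the labels WT1, WT2, KO2 and KO3. The WT labels match the names of the WT samples. The cKO samples are numbered 1 and 2 while the labels of cKO cells are numbered 2 and 3, so those labels give the genotype of a cell and not its mouse. All cKO cells were therefore taken as 1 pooled sample, for which there is no replicate check, and values are given with no test, as set before the data were examined for cells that cannot be assigned to mice. Cells with fewer than 300 genes or with more than 10% mitochondrial UMIs were left out, as in the methods. The first filter removed 0 barcodes and the second 815. The cells left held 2865812 UMIs in WT1, 1038595 in WT2 and 3018000 in cKO, of which 1030810 were in cells with label KO2. UMIs were summed over the cells of a class and scaled with edgeR's TMM factors, and compared as the log2 ratio of pooled cKO over pooled WT (prior count 2, low counts removed by filterByExpr). Levels are given as CPM, which are UMIs scaled to the total of the library without those factors, and whether a cKO level lies beyond both WT mice is judged on CPM. Each ratio was also taken against WT1 and WT2 alone, and WT2 over WT1 shows what mice of 1 genotype give. Intervals are 95% exact intervals and cover counting error only. Gene length is the gene body from start to end in the GENCODE annotation of GRCm38. All values are relative to the library, so a change shared by every gene is not seen. With counts simulated at the depths of the excitatory class and 192 of 10006 genes changed by 1 on the log2 scale, the median ratio was 0.99 for raised and -0.83 for lowered genes, and 95.8% had the right sign.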

To evaluate the extent to which *Top1* deletion causes downregulation of long genes in vivo, we performed a small-scale single-cell RNA-seq experiment with cortical cells derived from two WT and two *Top1* cKO P7 mice. We captured a total of 1,596 cells (683 WT, 913 cKO) and identified a median of ~2,300 transcripts per cell that corresponded to a median of ~1,750 genes per cell. 

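The filters left 1598 cells, 684 from WT and 914 from cKO mice. WT1 gave 397 cells and WT2 287, and 370 and 544 cKO cells had the labels KO2 and KO3. Over all cells the median was 2286 UMIs and 1401.5 genes per cell. The median number of UMIs per cell was 2611 in WT1, 2610 in WT2, 1596 in cKO cells with label KO2 and 2390.5 in those with label KO3, so the shallowest cells were cKO cells. The mitochondrial filter removed 349 barcodes of WT1, 128 of WT2 and 338 of cKO. A limit of 5% in place of 10% left 510 cells, with a median of 2942.5 UMIs and 1742.5 genes per cell. Genes seen in at least 3 cells numbered 15861, more than the 11,112 of the methods. A single cell of WT1 held 271066 UMIs, 9.46% of that library.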

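Louvain clustering on 48 principal components and a graph of 67 nearest neighbors, at a resolution of 1, gave 6 clusters, and 3 of them could be named from marker lists written before the data were examined. The excitatory-like cluster held 509 cells, with 6 markers of that list raised, among them Neurod6, Neurod2 and Tbr1. The inhibitory-like cluster held 211 cells, with 10 markers raised, among them Gad1, Gad2 and Slc32a1. The glial cluster was astrocyte-like and held 151 cells, with 11 markers raised, among them Aqp4, Slc1a3 and Gja1. The other 3 clusters, of 474, 168 and 85 cells, stayed unnamed. Of these, the cluster of 474 cells was led by nuclear genes of the respiratory chain and ribosomal genes, at a median of 1558 UMIs per cell, and the cluster of 168 cells was led by Mrc1, Csf1r and other microglial and macrophage genes. A total of 3 naming rules were tried after the clusters were seen and before genotypes were compared within classes, and the rule used requires a marker in 25% of the cells of a cluster. At 10%, the cluster of 168 cells is named microglia. Of these cells only 24 (14.3%) reached 3 UMIs of microglial markers, against 1.18% to 4.64% in the other clusters. The cluster of 168 cells held 8.56% of WT1, 8.36% of WT2, 10.8% of KO2 and 12.9% of KO3 cells. The cluster of 474 cells held 37.3% of WT1, 16.7% of WT2, 55.1% of KO2 and 13.6% of KO3 cells, and the cluster of 85 cells 3.78% of WT1, 5.92% of WT2, 1.89% of KO2 and 8.46% of KO3 cells. Excitatory-like cells were 35.0% (30.3 to 39.9) of WT1, 36.2% (30.7 to 42.1) of WT2 and 29.1% (26.2 to 32.2) of pooled cKO cells, with 95% exact binomial intervals that cover counting error only. Within cKO the share was 14.9% for label KO2 and 38.8% for label KO3, a wider gap than between the WT mice. With the clustering repeated without the genes the study names, the shares were 35.8%, 36.6% and 30.0%. Inhibitory-like cells were 9.07% of WT1, 20.6% of WT2 and 12.7% of cKO cells, and glial cells 6.30%, 12.2% and 9.96%, so in both classes the cKO share lay between those of the WT mice. Clustering on the 2000 most variable genes put 562 cells in the excitatory class. Scrublet called 40 doublets, and they were kept. Clusters, and so classes, were rebuilt here and can differ from those of the paper.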

Using unbiased clustering analyses, we detected three main cell clusters, which we annotated as excitatory neurons, inhibitory neurons, and glial cells based on the expression of marker genes (Fig. 5a, Supplementary Data 1). We then investigated transcriptional changes between WT and cKO excitatory neurons. 

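Top1 (ENSMUSG00000070544, chromosome 2 of GRCm38, 160645888 to 160722764, plus strand, 76877 bp) was counted 425 and 255 times in the excitatory neurons of WT1 and WT2, and 220 times in those of cKO (27 with label KO2 and 193 with label KO3). This was 559 ± 34.9 (SD, n = 2 mice) CPM in WT and 177 (95% exact Poisson interval 154 to 202) in pooled cKO cells. The log2 ratio was -1.75 (counting interval -1.99 to -1.54), -1.83 against WT1 and -1.62 against WT2. Among the alternatives, placing cells in classes by marker lists moved it most, to -2.90. In inhibitory neurons Top1 was counted 103, 110 and 172 times in WT1, WT2 and cKO, 544 ± 62.8 CPM in WT (SD, n = 2) and 376 (322 to 436) in cKO, a log2 ratio of -0.55 (-0.85 to -0.26). Neurod6, which by the paper interneurons do not express, was seen in 46.3% of WT and 24.1% of cKO cells of this class, at 213 and 116 CPM. The class thus holds excitatory RNA, and its Top1 ratio cannot be read as loss within inhibitory neurons. In glial cells the Top1 counts were 26, 62 and 132, 502 ± 183 CPM in WT (SD, n = 2) and 477 (399 to 566) in cKO. The glial log2 ratio of -0.16 (-0.57 to 0.24) was -0.42 without WT1 and 0.32 without WT2, so no difference was detectable at this depth. A Top1 UMI was seen in 82.0% and 73.1% of the excitatory neurons of WT1 and WT2 and in 30.5% of those of cKO. With each cell thinned to 1000 UMIs, which left out 0 of these cells, the shares were 43.2%, 34.6% and 10.2%. The astrocyte gene Aqp4, which excitatory neurons should lack, was seen in 10.8%, 7.69% and 9.77% of the same cells, at median depths of 4098, 3407.5 and 3446.5 UMIs, and in 80.0%, 65.7% and 59.3% of glial cells, at 2154, 2251 and 2352 UMIs. By level such RNA was higher in cKO. Each astrocyte gene counted was at a larger share of its glial level there, 4.00% to 14.1% against 1.34% to 7.40% in pooled WT. In excitatory neurons Slc1a3 was at 44.8 CPM in WT and 200 in cKO, and the inhibitory gene Gad1 at 29.9 and 89.3.

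**Figure D1:**
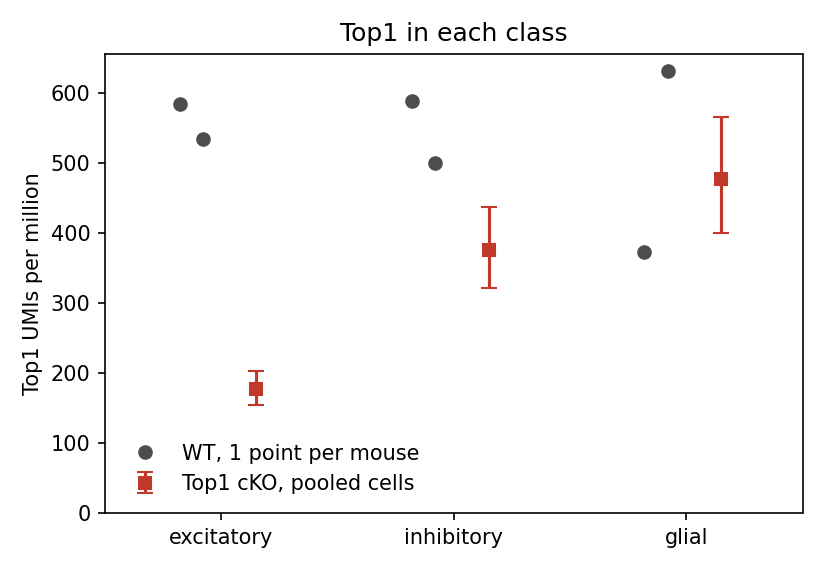
Top1 CPM in each class, with a gray point for each WT mouse and a red square for the pooled cKO cells, whose bar is the 95% exact Poisson interval. In excitatory neurons the cKO value of 177 lies below both WT mice.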

As expected, *Top1* expression levels were drastically decreased in excitatory neurons from cKO animals (−1.08 log_2_ fold change; adjusted [adj.] *p* value = 7.95 × 10^−23^), whereas levels in inhibitory neurons (−0.43 log_2_ fold change; adj. *p* value = 0.99) and glial cells were similar between genotypes (−0.33 log_2_ fold change; adj. *p* value = 0.37) (Fig. 5b). We identified 132 downregulated genes and only one upregulated gene in excitatory neurons (Supplementary Data 2). 

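In excitatory neurons a ratio was computed for 10087 genes, and 50.2% of them were lower in cKO than in WT. With 1 pooled cKO sample no gene was called as changed. Genes are named by size, from the 10 largest ratios among genes with at least 100 UMIs whose cKO level lay beyond both WT mice, a limit set after the data were seen. Besides Top1, lower genes among them were Rora, S100a10 and Lhfp. Rora had 69 and 42 UMIs in WT1 and WT2 and 28 in cKO, a log2 ratio of -2.04 (-2.77 to -1.51), S100a10 154, 76 and 60, a ratio of -2.03 (-2.51 to -1.66), and Lhfp 61, 37 and 33, a ratio of -1.64 (-2.32 to -1.12). Classes from marker lists moved the ratios of Rora and S100a10 most, to -2.78 and -2.67, and a mitochondrial limit of 5% that of Lhfp, to -0.81. Higher genes among them were Pmch, Nts, Slc1a3, Dlx1 and Cenpf. Pmch had 0 UMIs in WT and 155 in cKO, all in cells with label KO3, and the counting interval of its log2 ratio starts at 5.24. That ratio of 6.23 fell below this limit with clustering on 2000 variable genes (3.81) and with a mitochondrial limit of 5% (4.50). Nts rose from 32 and 9 UMIs to 244, a log2 ratio of 2.39 (1.96 to 2.96), 1.99 against WT1, 3.19 against WT2 and 1.54 with cells thinned. Slc1a3, Dlx1 and Cenpf, which are genes of other cell types or of dividing cells, were higher by 2.03, 2.01 and 1.96. Cenpf was at -0.37 with a mitochondrial limit of 5%, Dlx1 at 1.30 with clustering on 2000 variable genes, and Slc1a3 at 0.56 with classes from marker lists. Rps2, the gene listed as higher in Supplementary Data 2, had a log2 ratio of 1.28 (1.08 to 1.50), and ribosomal protein genes have near-identical copies.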

Consistent with our previous findings^23,24^, the average length of the downregulated genes in cKO excitatory neurons was 2.5-fold longer than the average gene length of all genes expressed in cortical neurons (151.4 kb vs. 59.3 kb) (Fig. 5c and Supplementary Data 2). 

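Since no gene was called, length was compared for the 100 genes with the lowest ratios among 4669 genes with at least 100 UMIs, a choice made after seeing the data. They had a mean length of 226 kb and a median of 40.8 kb, against 76.7 kb and 30.9 kb for all 4669, a ratio of means of 2.95, and 35 were longer than 100 kb. The 100 genes with the highest ratios averaged 62.9 kb. The mean of the lower genes was 159 kb without WT1, 204 kb without WT2, 195 kb without the cKO cells of label KO2 and 117 kb without those of label KO3, which moved it most, and for WT2 over WT1 it was 99.0 kb. All 10033 genes with a ratio and a length averaged 69.4 kb. The 1710 of them longer than 100 kb had a median log2 ratio of -0.027, at percentile 3.96 among the medians of 10000 random lists of the same size and expression (95% of them from -0.029 to 0.012), which describes these libraries only. The difference from the median of the 8323 other genes was -0.031. It was -0.0095 without WT1, -0.050 without WT2, 0.014 without the cKO cells of label KO3 and 0.0088 with each cell thinned to 1000 UMIs. Classes from marker lists moved it most among settings that kept its sign, to -0.098. WT2 over WT1, with no cKO cell, gave -0.032, so a difference of this size was also seen between WT mice. For the 739 genes longer than 200 kb the median was -0.066 (percentile 0.0200). The 33 longest genes, with a mean length of 1530 kb, had a mean log2 ratio of -0.28. The longest genes left over after bins of 200 were at -0.23 without WT1 and -0.26 without WT2. Their number there is not 33, so these values do not show how the ratio of the 33 genes moves. The paper states that the genes it found downregulated are longer on average than all genes expressed in cortical neurons.

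**Figure D2:**
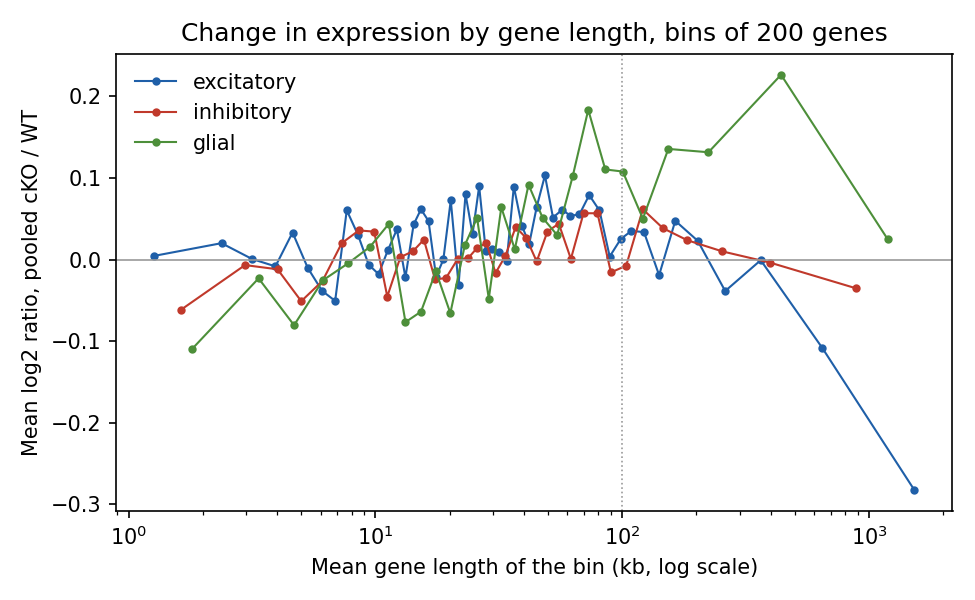
Mean log2 ratio (pooled cKO over WT) of genes in bins of 200 ordered by length, against the mean length of the bin on a log scale, for each class. Each point is 1 bin and the dotted line marks 100 kb. The last excitatory bin, of 33 genes, lies at -0.28.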

No biased change in long gene expression was seen in the inhibitory neurons or glial cell clusters (Fig. 5c).

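A ratio was computed for 7166 genes in inhibitory neurons and 5456 in glial cells. In inhibitory neurons the 1289 genes longer than 100 kb had a median log2 ratio of 0.032 (percentile 99.8 among random lists), 0.036 above the other genes. The difference was 0.0055 without the cKO cells of label KO2, 0.093 without those of label KO3 and -0.024 with classes from marker lists. In glial cells the 951 long genes had a median of 0.12 (percentile 100), 0.15 above the others, so long genes were higher in cKO. This difference lay between 0.13 and 0.14 against single WT mice, and was -0.011 with a mitochondrial limit of 5%. WT2 over WT1 gave 0.019 in inhibitory neurons and 0.026 in glial cells. Over the genes with a ratio in both classes, the excitatory minus inhibitory difference between long and other genes was -0.068, -0.035 without WT1, and -0.028 for WT2 over WT1. The excitatory minus glial one was -0.15, -0.23 without the cKO cells of label KO3, and 0.036 for WT2 over WT1. These differences between classes were not tested. The largest ratios in inhibitory neurons by the rule of size were Nts (2.71 (2.07 to 3.73)), Ptgds (2.18 (1.83 to 2.60)) and Sema3c (-1.29 (-1.93 to -0.77)). Nts was at 0.98 with cells thinned, 4.93 with a mitochondrial limit of 5% and 2.02 without label KO3. Ptgds was at 3.54 without WT2, 0.64 without label KO3 and -0.020 with cells thinned, and Sema3c at -0.82 without WT2 and -2.36 with classes from marker lists. In glial cells they were the hemoglobin genes Hba-a1, Hba-a2 and Hbb-bs (2.62, 2.27 and 2.01), which are near-identical copies in part and are transcripts of red blood cells. Without WT2 these were 4.48, 3.57 and 3.27, and without label KO3 -1.48, -1.57 and -2.09.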

**Fig. 5:**
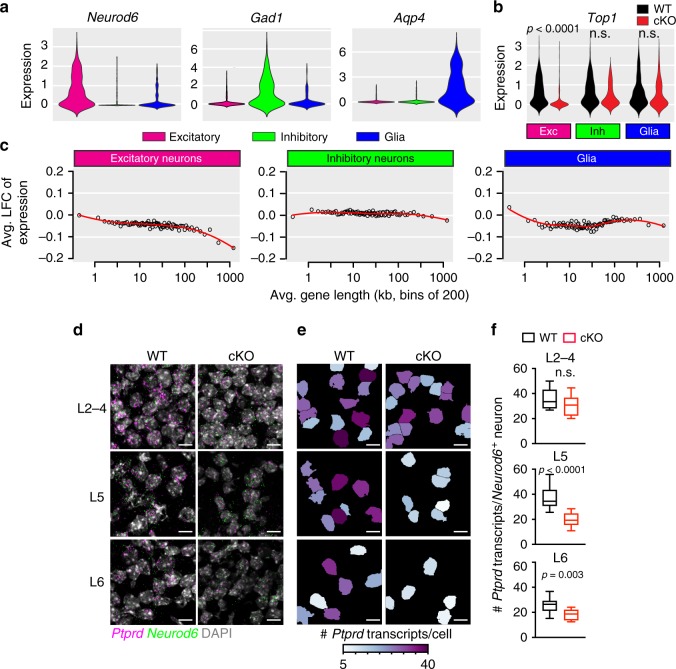
Biased downregulation of long genes in lower layer excitatory neurons of *Top1* cKO mice. **a** Expression levels of canonical marker genes, *Neurod6*, *Gad1*, and *Aqp4*, in the three main cell clusters identified by single-cell RNA-seq in P7 WT and cKO cortex (*n* = 2 mice/genotype). **b** *Top1* expression levels in WT and cKO cells in each cell cluster. DESeq2 adj. **c** Mean expression change in bins of 200 genes by length in the different cell clusters. **d** In situ hybridization of *Ptprd* and *Neurod6* transcripts in different cortical layers of P7 WT and cKO mice. Sections were also stained with DAPI. Scale bar = 10 μm. Images are representative of two mice per genotype and a total of 11 WT sections and 14 cKO sections. **e** CellProfiler output from analyses of the images shown in **d**. *Neurod6*^+^ neurons were colored based on the number of *Ptprd* transcripts identified. **f** Number of *Ptprd* transcripts/*Neurod6*^+^ neurons/section in cortical neuron layers of WT and cKO P7 cortex. Box is first to third quartile, line is median, error bars are minimum and maximum values, ^n.s.^*p* > 0.05. Two-sided Student’s *t* test (*n* = 11 WT sections; *n* = 14 cKO sections; *n* = 2 mice per genotype). n.s. not significant.

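The genes listed for axons were chosen by the study on these same cells, so their values are not independent evidence. All 11 axon genes were lower in cKO excitatory neurons, with log2 ratios from -1.16 to -0.26, and 11 lay below both WT mice. Zbtb18 among them also defines the excitatory cluster. Nefm, the furthest, was at -1.16 (-1.44 to -0.91), at -1.89 without the cKO cells of label KO3 and at -0.67 with cells thinned. The median of the axon list lay -0.48 from that of the other genes (percentile 0 among 10000 random lists of the same size and expression). Thinning each cell to 1000 UMIs moved this difference most, to -0.30, and for WT2 over WT1 it was -0.14. Of genes the study named for postsynaptic currents and not for axons, log2 ratios are given with those against WT1 and WT2 alone: Snap25 -0.38 (-0.49 and -0.22), Syt1 -0.88 (-1.12 and -0.45), Nrxn3 -0.24 (-0.27 and -0.20), Cplx1 -0.79 (-0.88 and -0.66) and Snap91 -0.39 (-0.57 and -0.088). The paper reads the genes of both groups as compatible with a loss of long projecting neurons, and proposes that the function of excitatory circuits is affected.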

In the excitatory neuron cluster, many of the downregulated genes were involved in axon extension and morphology (*Celf2*, *Rtn4*, *Hspa5*, *Gpm6a*, *Zbtb18*, *Epha4*, *Gap43*, *Hspa5*, *Nefl*, *Ank2*, *Nefm*, and *Gpm6b*) and in the induction of postsynaptic currents (*Epha4*, *Snap25*, *Syt1*, *Nrxn1*, *Nrxn3*, *Cplx1*, *Snap91*, and *Snca*) (Supplementary Data 2). These data were consistent with the loss of long projecting neurons and suggested that the function of excitatory circuits in *Top1* cKO mice is affected. 

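Of genes the study named from these cells, the log2 ratios in excitatory neurons, each with its counting interval, were Scd2 -0.25 (-0.39 to -0.12), -0.25 against WT1 and -0.27 against WT2, Sqle -0.57 (-0.81 to -0.33), -0.46 against WT1 and -0.72 against WT2 and Hmgcs1 -0.80 (-0.91 to -0.69), -0.85 against WT1 and -0.72 against WT2 for cholesterol biosynthesis. For Alzheimer disease they were App -0.16 (-0.23 to -0.080), -0.29 against WT1 and 0.057 against WT2, Ppp3cb -0.38 (-0.51 to -0.26), -0.53 against WT1 and -0.15 against WT2, Atp2a2 -0.39 (-0.58 to -0.20), -0.47 against WT1 and -0.28 against WT2 and Calm2 -0.45 (-0.51 to -0.40), -0.61 against WT1 and -0.21 against WT2. The ratio against WT2 is the value without WT1, and that against WT1 the value without WT2.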

Genes involved in cholesterol biosynthesis and metabolic pathways (*Scd2*, *Sqle*, *Hmgcs1*, and *Hmgcr*) and genes relevant to AD (*App*, *Ppp3cb*, *Atp2a2*, *Calm2*, and *Scna*) were also downregulated (Supplementary Data 2). *Top1* cKO mice present a similar, but more severe, phenotype relative to mice depleted of mitogen-activated protein kinase 1/2 (MAPK1/2) in excitatory postmitotic neurons^36^. 

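Of genes the study named from these cells for MAPK signaling, the log2 ratios in excitatory neurons were Cdc42 -0.41 (-0.53 to -0.29), -0.49 against WT1 and -0.29 against WT2, and Hspa5 -0.48 (-0.64 to -0.32), -0.63 against WT1 and -0.24 against WT2, with counting intervals in parentheses. Mef2c, also named there, is 1 of the genes that define the cluster, so no value is given for it.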

Consistent with this observation, many of the downregulated genes were involved in the MAPK signaling pathway (*Cdc42*, *Mef2c*, *Ppp3cb*, *Hspa5*, and *Akt3*). 

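Gnao1, Ywhaq, Camk4, Gnas, Atp2a2, Calm3 and Calr were lower in cKO excitatory neurons, with log2 ratios from -0.84 to -0.25, and by ratio all 7 were lower against each WT mouse, with 6 below both by CPM. The median of this list, also chosen on these cells, was -0.39 from that of the other genes (percentile 0.555 among random lists), -0.29 without WT1 and -0.47 without WT2, and -0.11 for WT2 over WT1.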

We also found many downregulated genes involved in calcium regulation (*Gnao1*, *Ywhaq*, *Camk4*, *Gnas*, *Atp2a2*, *Calm3*, and *Calr*).

Given the increased vulnerability of lower layer *Top1* cKO neurons to neurodegeneration, we asked whether long genes were more strongly affected in lower layer neurons compared to upper layer neurons. The small scale of our single-cell RNA-seq experiment precluded us from resolving upper and lower layer neuron clusters. Thus, we performed single-molecule in situ hybridization for *Ptprd* (Fig. 5d–f) (2 P7 mice per genotype, *n* = 11 WT sections; *n* = 14 cKO sections), the longest gene downregulated in cKO excitatory neurons (length 2.27 Mb; log_2_ fold change; −0.75; adj. *p* value <1.12 × 10^−6^) (Supplementary Data 2). 

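Of the excitatory neurons, 64 of WT and 36 of cKO held more UMIs of upper layer than of lower layer markers, and 165 and 209 the reverse, a split by a score that is a range and not a type. Upper layer cells were 23.0% of the class in WT1, 30.8% in WT2 and 13.5% (95% exact binomial interval 9.66 to 18.2) in cKO. The difference of medians between genes longer than 100 kb and the others was 0.071 in the upper layer cells and -0.057 in the lower layer cells, and the difference between the layers was not tested.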

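In the single-cell data Ptprd (chromosome 4 of GRCm38, 75941238 to 78211961, minus strand, 2270724 bp) had 359 and 257 UMIs in the excitatory neurons of WT1 and WT2 and 368 in those of cKO. This was 516 ± 32.2 CPM (SD, n = 2 mice) in WT and 296 (95% exact Poisson interval 267 to 328) in pooled cKO cells. The log2 ratio of Ptprd was -0.87 (counting interval -1.07 to -0.69), -0.85 against WT1 and -0.90 against WT2. Without the cKO cells of label KO3 it was -0.54. In inhibitory neurons the log2 ratio of Ptprd was -0.37 (-0.69 to -0.058) and in glial cells 0.23 (-0.54 to 1.08), where the interval includes 0. Excitatory RNA counted in the inhibitory class limits the inhibitory value, as for Top1.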

To restrict our analysis to *Neurod6*^+^ excitatory neurons, we co-hybridized the sections with a probe to *Neurod6* and used DAPI (4′,6-diamidino-2-phenylindole) to label all cells (Fig. 5d). We then used CellProfiler to quantify the number of *Ptprd* transcripts in *Neurod6*^+^ neurons (Fig. 5d–e; total number of *Neurod6*^*+*^ neurons identified: L2–4 WT 16,090, L2–4 cKO 18,401, L5 WT 13,929, L5 cKO 7,799, L6 WT 8,727, and L6 cKO 5,718). We observed a small decrease in *Neurod6* transcripts in L5 cKO neurons compared to WT, consistent with *Neurod6* being one of the downregulated genes in *Top1* cKO mice, and no change in L2–4 and L6 neurons (Supplementary Fig. 5a). The percentage of *Neurod6*^*+*^ neurons in L2–4 was similar between WT and cKO cortical sections, while in L5 and L6 the percentage of *Neurod6*^*+*^ neurons was lower in cKO relative to WT (Supplementary Fig. 5b), consistent with loss of lower layer excitatory neurons at P7. While the number of *Ptprd* transcripts/*Neurod6*^+^ neuron was comparable in upper layers between WT and *Top1* cKO mice, the number of *Ptprd* transcripts/*Neurod6*^+^ neuron was significantly reduced in L5 and L6 neurons of *Top1* cKO mice (Fig. 5d–f), demonstrating reduced expression of this extremely long gene in lower, but not upper, layer neurons at P7.

### Elevated mutation burden in *Top1* cKO neurons

TOP1 inhibition or deletion in mitotic cells induces DNA damage and genomic instability^37–40^. To evaluate the extent to which *Top1* deletion causes DNA damage in postmitotic neurons, we immunostained P0, P2, and P7 cortex for γH2AX, a marker of double-strand DNA (dsDNA) breaks. At P0 and P2 timepoints, levels of γH2AX were similar between WT and *Top1* cKO mice (Supplementary Fig. 6a). At P7, roughly one-third of neurons presented γH2AX foci in *Top1* cKO cortex. In contrast, only 3% of neurons showed γH2AX staining in P7 WT cortex (32.6 ± 5.42% neurons with γH2AX foci in *Top1* cKO vs. 3.2 ± 2.6% neurons with γH2AX foci in WT; *p* value = 0.008, two-sided Student’s *t* test; data are the mean of percentages of neurons with γH2AX foci; *n* = 3 mice per genotype) (Fig. 6a). γH2AX accumulation in *Top1* cKO mice extended to all cortical layers, although it was more pronounced in L6 (Fig. 6a–c, Supplementary Fig. 6b). Increased DNA damage in *Top1* cKO cortex was further confirmed by immunostaining with phosphorylated p53-binding protein 1 (Supplementary Fig. 6c, d), another marker of dsDNA breaks^41^.

**Fig. 6:**
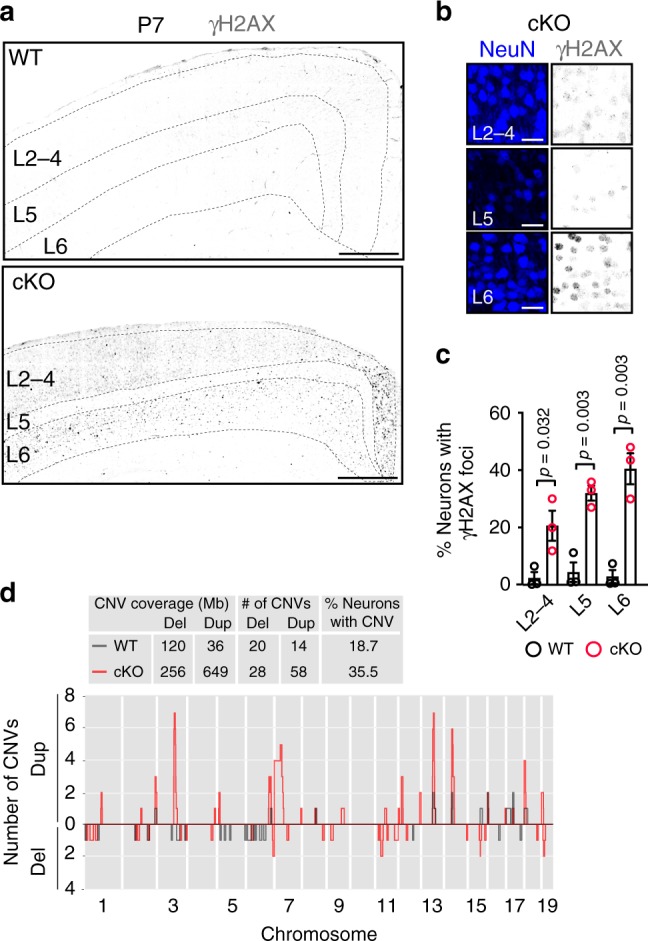
Elevated DNA damage and more abundant CNVs in *Top1* cKO mice. **a** P7 somatosensory cortex immunostained for γH2AX. Dashed lines delineate the cortical layering identified by NEUN (not shown). Scale bar = 300 μm, **b** insets of P7 *Top1* cKO cortical layers immunostained with NEUN and γH2AX, showing γH2AX foci. Scale bar = 20 μm. Images are representative of three independent experiments for a total of three mice per genotype. **c** Percentages of neurons with γH2AX foci in different layers of WT and cKO P7 cortex. Values are expressed as mean and error bars are ±SEM. Two-sided Student’s *t* test. *n* = 3 mice per genotype. **d** Graph showing the overlap of all CNVs identified in WT and cKO neurons at the different genomic locations. *Y*-axis indicates the number of CNVs identified at the correspondent genomic location; above zero are duplications (dup), below zero are deletions (del). (Inset) CNV coverage, number of CNVs identified, and percentages of neurons with CNVs in WT and cKO mice.

Extensive DNA damage, if not properly repaired, can increase somatic mutation burden. To evaluate copy number variations (CNVs) at the single-cell level, we isolated a small number of neurons (*n* = 39 WT; *n* = 43 cKO) by fluorescence-activated cell sorting (FACS) from P7 cerebral cortex of one WT and one *Top1* cKO mouse (Supplementary Fig. 10). We identified an increase in the number of cKO neurons with CNVs compared to WT neurons (4/39 in WT; 14/43 in cKO) (Supplementary Fig. 6e). We repeated the experiment using a droplet-based whole-genome amplification (WGA) approach on larger groups of neurons from a different pair of mice^42^. A two-fold increase in CNV prevalence was detected in cKO neurons (24/123 in WT; 60/169 in cKO) (Fig. 6d, Supplementary Data 3), further supporting the previous results. These data suggest that TOP1 plays a key role in maintaining genomic integrity in postmitotic neurons.

### NAD^+^ supplementation reduces neuronal death in *Top1* cKO mice

PARP1 catalyzes the addition of poly-ADP ribose (PAR) to multiple substrates and consumes NAD^+^ in the process^18–20^. In DNA damage-induced neurodegenerative diseases, PARP1 is hyperactive and leads to increased PAR levels, energetic breakdown, and cell death^17–20^. Given the extensive DNA damage observed in neurons from *Top1* cKO mice, we next evaluated the extent to which PARP1 levels and activity were changed via western blot analysis for PARP1 and its post-translational modification PAR, in WT and *Top1* cKO P7 cortical lysates. We found an increase in both PARP1 and PAR levels in *Top1* cKO cortical lysates relative to WT lysates (Fig. 7a, b, Supplementary Fig. 11), suggesting that deletion of *Top1* causes an increase in PARP1 activity.

**Fig. 7:**
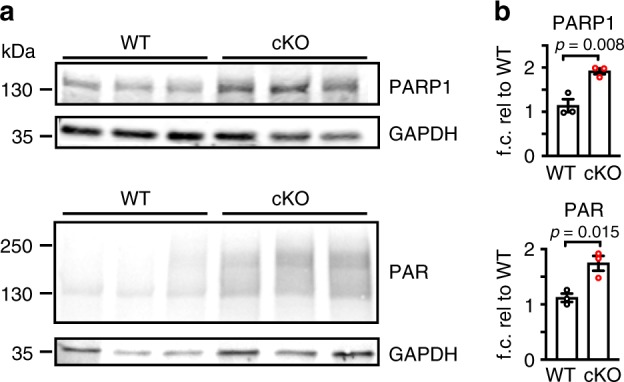
Increased PARP1 and PAR levels in *Top1* cKO cortex. **a** Western blot analysis and **b** quantification of PARP1 and PAR levels in P7 cortical lysates from three mice per genotype. GAPDH was used as a loading control. Protein levels are normalized to GAPDH and expressed as mean fold change relative to WT. Error bars are ±SEM. Two-sided Student’s *t* test. *n* = 3 mice per genotype, three technical replicates.

NAD^+^ supplementation was found to increase neuronal survival in models of neurodegeneration and to restore NAD^+^ levels in response to PARP1 hyperactivation^18,43^. Therefore, we hypothesized that increasing NAD^+^ levels may limit neurodegeneration in *Top1* cKO mice. We first evaluated the extent to which two precursors of NAD^+^ synthesis, nicotinamide mononucleotide (NMN) and nicotinamide riboside (NR), elevated NAD^+^ in the neonatal mouse brain. We found that only NR elevated NAD^+^ levels in the brain of P3 mice when injected intraperitoneally (i.p.) (Supplementary Fig. 7). To measure the amounts of NAD^+^ in WT and *Top1* cKO mice and test whether daily injections of NR could maintain high levels of NAD^+^ over time, we injected i.p. WT and *Top1* cKO mice with saline (control) or NR (200 mg/kg per day) beginning on P1 and quantified NAD^+^ levels in cortical extracts at P7 and P15 (Table 1). At both time points, NR-treated WT and *Top1* cKO mice showed an increase in NAD^+^ levels compared to saline-treated mice (Table 1), confirming that NR was efficiently delivered to the postnatal brain with chronic treatment.

**Table 1:** Quantification of NAD^+^ cortical levels in WT and cKO mice treated with saline or NR.

	Mean	SEM	P7 WT sal	P7 cKO sal	P7 WT NR	P7 cKO NR	P15 WT sal	P15 cKO sal	P15 WT NR
P7 WT sal	94.8	2.4	—						
P7 cKO sal	94.7	6.2	0.336^a^	—					
P7 WT NR	159.4	7.2	****	****	—				
P7 cKO NR	146.3	3.8	***	***	0.108^a^	—			
P15 WT sal	136.7	10.9	0.007	0.007	0.086^a^	0.264^a^	—		
P15 cKO sal	92.8	6.6	0.314^a^	0.314^a^	***	***	0.008	—	
P15 WT NR	240.7	25.4	****	****	****	****	****	****	—
P15 cKO NR	155.5	22.9	***	***	0.308^a^	0.184^a^	0.137^a^	***	****

Mean plus/minus SEM of NAD^+^ levels (pmol/mg) in cortical lysates of P7 and P15 WT and cKO mice treated with saline (sal) or NR beginning at P1. Adjusted *p* values for each comparison are shown (^a^= non-significant *p* > 0.05, ***adj. *p* < 0.001, ****adj. *p* < 0.0001). Three-way ANOVA with false discovery rate correction (two-stage step-up method of Benjamini, Krieger, and Yekutieli, *Q* = 0.05). For P7: *n* = 6 WT;saline mice, *n* = 5 WT;NR mice, *n* = 6 cKO;saline mice, *n* = 7 cKO;NR mice. For P15: *n* = 3 WT;saline mice, *n* = 4 WT;NR mice, *n* = 4 cKO;saline mice, *n* = 3 cKO;NR mice.

NAD^+^ cortical levels in *Top1* cKO mice were comparable to WT controls at P7 (94.8 ± 2.4 in P7 WT saline vs. 94.7 ± 6.2 in P7 *Top1* cKO saline) (Table 1), consistent with the fact that only a small number of cortical neurons were undergoing energetic breakdown and apoptosis at this age (Fig. 4a, b, Supplementary Fig. 3a, b). Untreated WT mice showed an ~44% increase in NAD^+^ levels in the cortex from P7 to P15 (94.8 ± 2.4 in P7 WT saline vs. 136.7 ± 10.9 in P15 WT saline). In contrast, NAD^+^ levels did not increase from P7 to P15 in *Top1* cKO cortical samples (94.7 ± 6.2 in P7 *Top1* cKO saline vs. 92.8 ± 6.6 in P15 *Top1* cKO saline) and showed an ~32% decrease relative to WT controls at P15 (136.7 ± 10.9 in P15 WT saline vs. 92.8 ± 6.6 in P15 *Top1* cKO saline). Treatment with NR for 15 days restored NAD^+^ levels (136.7 ± 10.9 in P15 WT saline vs. 155.5 ± 22.9 in P15 *Top1* cKO NR) (Table 1). These data indicated that *Top1* cKO mice developed a deficit in cortical levels of NAD^+^ by P15 and suggested that cortical NAD^+^ levels could be restored by supplementation with NR.

We next evaluated the extent to which long-term NAD^+^ supplementation rescued motor defects and delayed premature death of *Top1* cKO mice. NR treatment did not rescue the motor deficits of *Top1* cKO mice (Fig. 8a), but NR treatment did increase the median survival of *Top1* cKO mice by 5 days (18 days in saline injected vs. 23 days in NR treated), which corresponds to a 30% increase in lifespan (Fig. 8b).

**Fig. 8:**
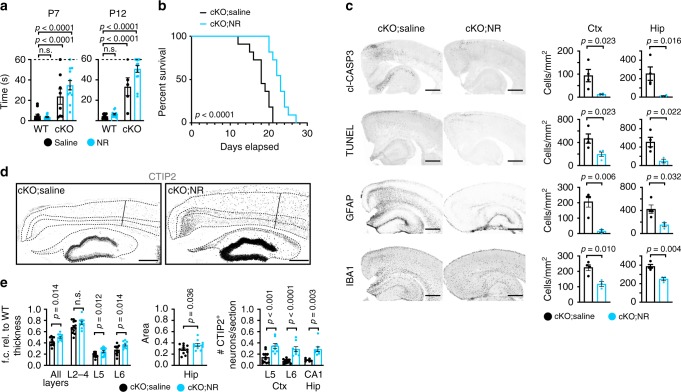
NAD^+^ supplementation with nicotinamide riboside partially blocks neurodegeneration and increases lifespan of *Top1* cKO mice. **a** P7 righting assay (left) and P12 geotaxis (right) performed on WT and *Top1* cKO mice treated with saline or NR 200 mg/kg per day from P1 onward. For P7: *n* = 12 WT;saline mice, *n* = 12 WT;NR mice, *n* = 8 cKO;saline mice, *n* = 12 cKO;NR mice. For P12: *n* = 14 WT;saline mice, *n* = 14 WT;NR mice, *n* = 5 cKO;saline mice, *n* = 14 cKO;NR mice. Dashed lines represent cutoff time. ^n.s.^*p* > 0.05. One-way ANOVA with Dunnett’s multiple comparison test. **b** Kaplan–Meier survival curve of *Top1* cKO mice treated with saline or 200 mg/kg per day NR from P1 onwards. Mantel–Cox test. WT = 11, cKO = 10 mice. **c** *Top1* cKO mice were treated with saline or 200 mg/kg per day NR for 6 days starting from P1 and then brains were collected. Sections containing cortex (Ctx) and hippocampus (Hip) were immunostained and for cl-CASP3, TUNEL, GFAP, and IBA1 (left panel), scale bar = 500 μm. The number of cells positive for each marker was quantified (right panel). ^n.s.^*p* > 0.05. Two-sided Student’s *t* test. For cl-CASP3 quantification *n* = 4 mice per condition, for TUNEL, GFAP, and IBA1 quantifications *n* = 4 cKO;saline mice, *n* = 3 cKO;NR mice. **d** CTIP2 staining of cerebral cortex and hippocampus of P15 *Top1* cKO mice treated with saline or 200 mg/kg per day NR for 14 days. Scale bar = 300 μm. Dashed lines delineate cortical layering and hippocampus based on NEUN, CUX1, and CTIP2 staining. The solid line indicates the area used to quantify cortical thickness. Images are representative of at least three independent experiments for a total of three mice per genotype. **e** Hippocampal area and number of CTIP2^+^ cells per section of cortex and hippocampus. ^n.s.^*p* > 0.05. Two-sided Student’s *t* test. For thickness and area quantifications: *n* = 3 WT mice, *n* = 6 cKO;saline mice, *n* = 5 cKO;NR mice. For L5-6 CTIP2^+^ neurons quantification: *n* = 3 WT mice, *n* = 6 cKO;saline mice, *n* = 4 cKO;NR mice. For CA1 CTIP2^+^ neurons quantification: *n* = 3 WT mice, *n* = 3 cKO;saline mice, *n* = 4 cKO;NR mice. Two sections per mouse were used for all quantifications. Values are mean and error bars are ±SEM. n.s. not significant.

To determine if NR treatment also reduced neuroinflammation and cell death in *Top1* cKO mice, we immunostained NR-treated *Top1* cKO P7 brain sections for cl-CASP3, TUNEL, GFAP, and IBA1. We found that cl-CASP3 activation and TUNEL staining were greatly reduced throughout the somatosensory cortex and hippocampus in NR-treated mice (Fig. 8c). Neuroinflammation was also strongly reduced, as evidenced by reduced IBA1 and GFAP staining (Fig. 8c). NR treatment also modestly increased hippocampal area, increased overall cortical thickness, and increased lower layer thickness in cKO mice at P15 (Fig. 8d, e). Moreover, we observed a 2- to 3-fold increase in the number of CTIP2^+^ neurons in lower cortical layers and in the hippocampus of *Top1* cKO mice treated with NR (Fig. 8d, e). These data suggest that neuron loss is only partially dependent on NAD^+^ depletion.

### *p53* loss partially rescues neurodegeneration in *Top1* cKO mice

We asked whether partial or complete deletion of *p53* could rescue neuron death in *Top1* cKO mice. To answer this question, we crossed *Neurod6*^*Cre/+*^*::Top1*^*fl/fl*^ mice with *p53* KO mice^44^ to generate WT and *Top1* cKO mice with *p53* WT, HET, or KO alleles. Mice were assayed for motor tests at P7 and P12, brains were collected at P15 and cortical thickness was quantified by staining with CUX1 and CTIP2. *p53* deletion failed to rescue motor deficits (Fig. 9a) and did not extend lifespan in a small cohort (*n* = 2) of *Top1* cKO::*p53* KO animals, which died in the third postnatal week. However, both homozygous and HET loss of *p53* led to an ~1.5-fold increase in cortical thickness and an ~2.5-fold increase in hippocampal area in *Top1* cKO mice (Fig. 9b, c), bringing these areas to ~60% of *Top1* WT size. The rescue observed in *Top1* cKO::*p53* KO and *Top1* cKO::*p53* HET cortex was caused by an ~3-fold increase in L5 thickness and an ~2-fold increase in L6 thickness, bringing L5 from ~18% to ~52% of *Top1* WT L5 size and L6 from ~28% to 55% of *Top1* WT L6 size (Fig. 9b, c). Both homozygous and HET loss of *p53* in *Top1* cKO mice led to an increase in the number of CTIP2^+^ neurons in lower cortical layers and the CA1 hippocampal region. We observed a complete rescue in the number of CTIP2^+^ neurons of the CA1 hippocampal region in *Top1* cKO::*p53* KO mice (Fig. 9b, c). To test whether the increase in cortical and hippocampal size in *Top1* cKO::*p53* KO mice was due to an increase in the number of TOP1^−^ neurons, we performed TOP1 and NEUN immunostaining of the cortex and hippocampus. While very few TOP1^−^/NEUN^+^ neurons were observed in the lower cortical layers and CA1 hippocampal region of *Top1* cKO::*p53* WT mice, these areas were almost completely composed of TOP1^−^/NEUN^+^ neurons in *Top1* cKO::*p53* KO (Supplementary Fig. 8). These data strongly suggest that neurodegeneration caused by *Top1* loss is partially p53 dependent.

**Fig. 9:**
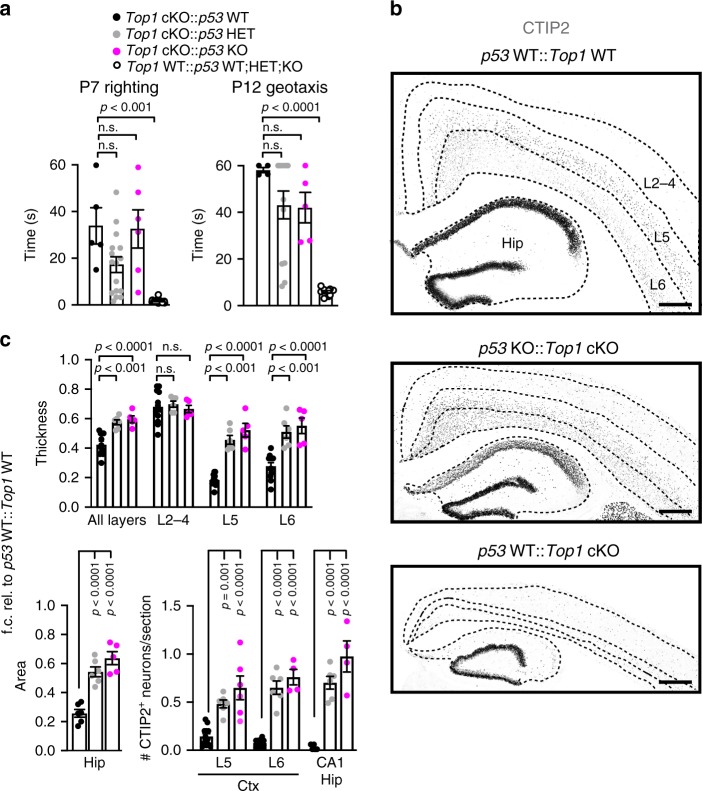
Deletion of *p53* partially blocks neurodegeneration but does not rescue behavioral deficits in *Top1* cKO mice. **a** Righting assay performed at P7 and geotaxis assay performed at P12 with the indicated genotypes. ^n.s.^*p* > 0.05. One-way ANOVA with Dunnett’s multiple comparison test. For P7 *n* = 5 *p53* WT::*Top1* cKO mice, *n* = 16 *p53* HET::*Top1* cKO mice, *n* = 6 *p53* KO::*Top1* cKO mice, *n* = 10 *p53* WT;HET;KO::*Top1* WT mice. For P12 *n* = 4 *p53* WT::*Top1* cKO mice, *n* = 13 *p53* HET::*Top1* cKO mice, *n* = 5 *p53* KO::*Top1* cKO mice, *n* = 10 *p53* WT;HET;KO::*Top1* WT mice. **b** Cerebral cortex and hippocampus from P15 mice. Genotypes of the *Top1* and *p53* alleles are indicated. Sections were immunostained for CUX1, CTIP2, and NEUN. Dashed lines are based on NEUN, CUX1, and CTIP2 staining and delineate cortical layering and hippocampus. Only CTIP2 staining is shown. Scale bar = 300 μm. Images are representative of at least three independent experiments for a total of at least three mice per genotype. **c** Quantifications of cortical thickness, hippocampal area, and number of CTIP2^+^ neurons per section in cortical layers and the CA1 region of the hippocampus. ^n.s.^*p* > 0.05. One-way ANOVA with Dunnett’s multiple comparison test for each cortical layer of hippocampal area. For cortical thickness quantifications: *n* = 6 *p53* WT::*Top1* cKO mice, *n* = 3 *p53* HET::*Top1* cKO mice, *n* = 3 *p53* KO::*Top1* cKO mice. Two sections per mouse. For hippocampal area quantifications: *n* = 3 *p53* WT::*Top1* cKO mice, *n* = 3 *p53* HET::*Top1* cKO mice, *n* = 3 *p53* KO::*Top1* cKO mice. Two sections per mouse. For L5 CTIP2 quantifications: *n* = 6 *p53* WT::*Top1* cKO mice, *n* = 3 *p53* HET::*Top1* cKO mice, *n* = 3 *p53* KO::*Top1* cKO mice. Two sections per mouse. For L6 CTIP2 quantifications: *n* = 6 *p53* WT::*Top1* cKO mice, *n* = 3 *p53* HET::*Top1* cKO mice, *n* = 2 *p53* KO::*Top1* cKO mice. Two sections per mouse. For CA1 CTIP2 quantifications: *n* = 3 *p53* WT::*Top1* cKO mice, *n* = 3 *p53* HET::*Top1* cKO mice, *n* = 2 *p53* KO::*Top1* cKO mice. Two sections per mouse. Values are mean and error bars are ±SEM. n.s. not significant.

## Discussion

Our data support a model whereby loss of TOP1 causes transcriptional stress in postmitotic neurons that leads to high levels of DNA damage, subsequent activation of DNA damage-induced cell death pathways and neurodegeneration (Supplementary Fig. 9). Interestingly, aberrant TOP1 activity has been shown to cause a similar phenotype in neurodegenerative genome instability syndromes^45,46^. In these pathologies, the formation of stable TOP1cc’s at active transcription sites induces transcriptional arrest, accumulation of RNA:DNA hybrids (R-loops), and the formation of dsDNA breaks in postmitotic cells^46,47^. TOP1 deficiency has also been linked to transcriptional stress, accumulation of R-loops, and genomic instability in mitotic cells^38,40,48,49^. DNA damage caused by TOP1 depletion was attributed to the collision between transcriptional machinery and the DNA replication fork^40^. Our data suggest that TOP1 loss induces DNA damage accumulation independent of DNA replication in postmitotic neurons, possibly because of increased DNA torsional stress and R-loop formation during transcription. Further investigation will be required to understand the extent to which R-loops accumulate in *Top1* cKO neurons. Altogether, these data indicate that TOP1 maintains genomic integrity in the central nervous system.

Another interesting relationship between *Top1* deletion and TOP1cc formation is the downstream activation of multiple DNA damage-induced pathways, including p53 activation^45^ and increased PARP1 activity^17^. Consistent with other forms of neurodegeneration that feature DNA damage, *Top1* cKO mice show increased PARP1 activity, reduced NAD^+^ levels, neuroinflammation, and neuronal death^18–20^. Our study suggests that *Top1* cKO mice could be used to further understand the pathways involved in DNA damage-induced neurodegeneration in vivo, but on a greatly accelerated time scale.

We also found that treatment with NR restored NAD^+^ levels in the brain of *Top1* cKO mice. This treatment increased lifespan by 30%, significantly reduced neuroinflammation, and reduced neuron death, including CTIP2^+^ neurons in the lower cortical layers and hippocampus. These results corroborate other studies indicating that NAD^+^ supplementation can extend lifespan, decrease neuroinflammation, and delay neuron death in neurodegeneration models, including in AD and DNA-repair-deficient mouse models^18,50–52^. However, given that the cortical and hippocampal reduction were only modestly rescued by NR treatment, NAD^+^-independent pathways must also contribute to neurodegeneration in *Top1* cKO mice.

In support of this possibility, genetic ablation of *p53* led to a greater rescue in cortical thickness and hippocampal area compared to NR treatment and led to a near complete rescue in the number of CTIP2^+^ projecting neurons. The tumor suppressor p53 is the main driver of DNA damage-induced death in neurons and is a common downstream effector of multiple cellular stress sensors, including PARP1^20,53–55^. However, neither p53 depletion nor NAD^+^ supplementation rescued the motor phenotypes and premature death observed in *Top1* cKO mice. These data suggest that loss of TOP1 could have additional effects that compromise neuron function, such as elevating somatic mutation burden (Fig. 6d), transcriptional downregulation of long synaptic genes^23,24,26^ (Fig. 5c–f), which attenuates synaptic activity^24^, impaired RNA splicing^56^, and/or impaired ribosomal RNA biosynthesis^49,57^. Thus, transcriptional decline and somatic mutations could incapacitate neurons well before cell loss is apparent.

Selective vulnerability of different neuronal populations to cell death has been described in many neurodegenerative diseases and it has often been attributed to intrinsic properties of the affected neurons^58^. Our data indicate that among cortical neurons, lower layer cortical neurons are particularly sensitive to *Top1* loss. Using single-cell RNA-seq and single-molecule in situ hybridization, we found that *Top1* loss strongly impaired expression of long genes, with a bias for lower layer neurons. Many long genes encode proteins that play key roles in synapse formation and function. Downregulation of these genes is likely to compromise neuron physiology, as we previously found^26^, and health independent of DNA damage.

Alternatively, lower layer neurons could be more vulnerable because of their earlier birthdate and presumably earlier expression of *Neurod6*^*Cre*^. Cortical layers are produced in an inside-out order, where lower layers are produced earlier than upper layers^29^. Therefore, lower layer neurons have more time to accumulate transcriptional stress, DNA damage, and somatic mutations that affect neuronal functions and ultimately cause neurodegeneration. In support of this hypothesis, we observed that lower layer cortical neurons present higher levels of DNA damage and downregulation of long genes in *Top1* cKO mice. However, countering this possibility, we found that L5 neurons are more vulnerable to *Top1* deletion than L6 neurons, yet L5 neurons are born after L6 neurons.

The unique properties of L5 motor neurons, such as large soma size and the ability to establish extremely long distance axonal projections (requiring adhesion molecules that are encoded by long genes), are known to be more vulnerable to cell death^36,59^. Projection neurons that maintain a large soma, lengthy projections, and higher transcriptional output of long genes, likely consume more energy than local projection neurons. L5 upper motor neurons are thus likely to be more sensitive to NAD^+^ depletion and energetic breakdown than other neuronal populations. Interestingly, ALS and other motor neuron neurodegenerative diseases have been associated to defects in R-loop resolution^60^, providing another possible explanation for why this neuronal population is more sensitive to *Top1* loss. Ultimately, future studies will be needed to characterize the effect of *Top1* deletion in other neuronal subtypes, including inhibitory neurons and neurons from other brain regions.

## Methods

### Mice

All animal procedures were approved by the University of North Carolina at Chapel Hill Animal Care and Use Committee. Mice were housed at temperatures of 18–23 °C with 40–60% humidity with food and water provided ad libitum and maintained on a 12-h dark/light cycle. *Top1*^*fl/fl*^ conditional mice were previously described^24^. *Neurod6*^*Cre*^ mice^28^ and *p53*^−*/−*^ mice^44^ were obtained from Jackson Laboratory. Genomic DNA extracted from tail or ear samples was utilized for mouse genotyping by PCR using standard techniques. Primers for gene amplification are as follows (listed 5′–3′): *Top1* geno2 GAGTTTCAGGACAGCCAGGA and *Top1* geno3 GGACCGGGAAAAGTCTAAGC amplifying *Top1* WT and KO and floxed alleles, CreF GATGGACATGTTCAGGGATCGCC and CreR CTCCCATCAGTACGTGAGAT amplifying the *Cre* allele; p53 WT-F CCCGAGTATCTGGAAGACAG and p53 WT-R ATAGGTCGGCGGTTCAT amplifying *p53* WT allele; p53 ex7 TATACTCAGAGCCGGCCT and p53 Neo TCCTCGTCGTTTACGGTATC amplifying *p53* KO allele.

### Motor assays

For the righting assay, P7 pups were placed on their backs on a sheet of paper and held in position for 3 s. Pups were then released and the total time needed to flip on their feet was recorded. For the negative geotaxis assay, P12 pups were held for 5 s on a 45° incline with the head pointing downward. Pups were then released and the total amount of time needed to face upward was recorded. For both assays, a cutoff maximum of 60 s was given for every trial. Pups were tested three times with a break of 30 s between each trial. The times recorded for the three trials were then averaged. *Top1* cKO and cHET mice were compared with WT littermates or age-matched mice. Males and females mice were used for motor assessments. GraphPad Prism (version 7.00) was used for statistical analysis.

### Tissue collection and immunostaining

At the indicated time points, mice were anesthetized and perfused first with phosphate-buffered saline (PBS) and then with 4% paraformaldehyde (PFA). Brains were dissected, post fixed in 4% PFA overnight at 4 °C, incubated in 30% sucrose at 4 °C, and embedded in M-1 embedding matrix (Thermo Scientific, 1310). Brains were cut on a cryostat and free-floating sections were collected and stored in a freezing solution consisting of PBS, ethylene glycol, and glycerol. Sections were rinsed in PBS, treated with citrate buffer for 30 min at 95 °C, rinsed again in PBS followed by rinses with Tris-buffered saline containing Triton-X-100 (TBS/TX, 0.05 M Tris, 2.7% sodium chloride, 0.3% Triton-X-100, pH 7.6). Sections were blocked in 10% normal donkey serum in TBS/TX (NDS/TBS/TX) for 1 h and then incubated overnight at room temperature in primary antibody cocktails diluted in NDS/TBS/TX. Primary antibodies used were rabbit anti-TOP1 (1:300; GeneTex, GTX63013, EPR5375), guinea-pig anti-NEUN (1:400; EMD-Millipore, ABN90P), rabbit anti-CUX1 (1:200; Santa Cruz Biotechnology, sc-13024), rat anti-CTIP2 (1:200; Abcam, ab18465), rabbit anti-cleaved-CASP3 (1:100; Cell Signaling Technology, 9664), rabbit anti-IBA1 (1:400; Wako, 019-19741), goat anti-GFAP (1:750; Abcam, ab53554), rabbit anti-phospho-Histone H2A.X (1:50; Cell Signaling Technology, 2577), and phospho-53BP1 (Ser1778) (1:50, Cell Signaling Technology, 2675).

After incubation in primary antibodies, sections were rinsed in TBS/TX and blocked with NDS/TBS/TX for 30 min. All secondary antibodies were diluted at 1:200 in NDS/TBS/TX and applied for 6 h. These included donkey anti-rabbit IgG Alexa 488 or Alexa 568 (Thermo Fisher Scientific, A21206 and A10042, respectively), donkey anti-goat IgG-Cy3 (Jackson ImmunoResearch Laboratories, 705-165-003), donkey anti-rat IgG-Cy3 (Jackson ImmunoResearch Laboratories, 712-165-153), and donkey anti-guinea-pig IgG Alexa 647 (Jackson ImmunoResearch Laboratories, 706-605-148). DAPI (1:4000; Fisher Scientific, EN62248) was added to secondary antibody cocktails. Sections were then rinsed in TBS/TX and PBS. Detection of apoptotic cells by TUNEL assay was performed on previously immunostained tissue sections using the DeadEnd™ Fluorometric TUNEL System (Promega, G3250) following the manufacturer’s instructions. All stained sections were mounted onto SuperFrost Plus slides (Fisher Scientific, 12-550-15) and coverslipped with FluoroGel mounting medium (Electron Microscopy Sciences, 17985-10). Imaging was performed on a Zeiss LSM 710 confocal laser scanning microscope.

### Image analysis and quantitation

Confocal images of somatosensory cortex were collected from individual brain sections for each animal. At least two animals per condition and two sections per animal were used for every quantification. For neocortical layer-thickness analysis, images were transferred to ImageJ and individual layer boundaries were determined by the changes in density and appearance of NEUN, CUX1, and CTIP2 labeling. Layer thickness was measured using the “straight line” tool present in ImageJ. Measurements were expressed as absolute numbers or normalized to control samples and expressed as fold changes. For cell density and cell area quantification of CTIP2^+^, cl-CASP3^+^, TUNEL^+^, IBA1^+^, and GFAP^+^ cells a general pipeline was written on ImageJ and parameters were adapted based on the intensity and distribution of the specific cell-type markers. Briefly, brain sections where co-stained with the cell marker of interest and NEUN. Images of the cortex were manually cut into the different layers based on NEUN labeling. CUX1 and CTIP2 were also used to distinguish different layers. The channel of the cell marker of interest was then selected and a pixel-intensity threshold was set manually by an observer blind to the genotype. The same pixel-intensity threshold for every marker was applied to all layers and all genotypes. For CTIP2^high^ cell density analysis, a threshold that allows the visualization of only highly expressing CTIP2 cells of L5 was chosen. After watershed segmentation, the binary image mask was analyzed using the particle analysis tool to count the number of events. The total number of particles and particle area were then measured using the ROI Manager tool in ImageJ. The total number of cells identified within a cortical layer was divided by the area of that layer.

To measure the percentage of neurons with γH2AX foci, we immunostained brain sections for NEUN and γH2AX. Images were processed in ImageJ and a layer-specific mask on NEUN^+^ cells was created as described above. Then, the γH2AX signal was selected and the number of γH2AX foci was determined using the “find maxima” function in ImageJ. Briefly, a noise-tolerance threshold that allows the detection γH2AX foci was selected by an observer blind to the genotype and applied to all samples. A binary image of γH2AX foci was created through the single points option. The NEUN^+^ cell mask was then overlapped to the γH2AX foci binary image using the ROI Manager tool and the RawIntDen within each neuron was calculated. The RawIntDen was then divided to the value of a single pixel (255) in order to calculate the number of γH2AX foci per neuron. Representative images have been cropped and equally adjusted for brightness and contrast in ImageJ for presentation. GraphPad Prism (version 7.00) was used for statistical analysis.

### PET imaging with ^18^F-PBR111

PET imaging probe of PBR ligand, ^18^F-PBR111, was produced at the UNC BRIC Cyclotron and Radiochemistry Core facility according to a well-established radiosynthesis method^61^. Radiochemical purity was >95% confirmed from the HPLC assay. Animal PET/CT imaging was conducted in the UNC Small Animal Imaging facility using a small animal PET/CT scanner (Argus, SEDECAL Inc., Spain) with a spatial resolution of 1.2 mm in the center field of view. Animals were anesthetized with isoflurane inhalation (1.5–2.5% isoflurane mixed with oxygen). A catheter was placed in the abdominal region for i.p. injection of radiotracer. WT and *Top1* cKO P15 mice were placed on the imaging bed. ^18^F-PBR111 (~5 MBq in 50 µl) was administered to each animal through an i.p. catheter, followed by a 60-min dynamic scan. The computed tomography (CT) scan was conducted before the PET scan for attenuation correction and structure reference. Dynamic data were binned into six frames with 10 min/frame. Images were reconstructed using the 2D-OSEM (two-dimensional-ordered subset expectation maximization) algorithms with scatter, attenuation, and decay correction. Standardized uptake value was calculated by normalizing the signal to the injection dose and animal body weight. After PET/CT images, brains were collected and autoradiography was conducted using a digital phosphor imaging system (Cyclone Plus storage phosphor system, PerkinElmer Inc.). GraphPad Prism (version 7.00) was used for statistical analysis.

### Drop-seq procedure

P7 mice were decapitated and cortices were isolated, cut into pieces with a sterile razor blade, and incubated in papain diluted in standard artificial cerebrospinal fluid (aCSF) media (NaCl 124 mM, KCl 2.5 mM, NaH_2_PO_4_ 1.2 mM, NaHCO_3_ 24 mM, HEPES 5 mM, glucose 13 mM, MgSO_4_-7H_2_O, 2 mM, CaCl_2_-2H_2_O 2 mM, pH 7.3) supplemented with (2*R*)-amino-5-phosphonovaleric acid (APV) and tetrodotoxin (TTX) at 37 °C for 30 min. Cortical pieces were then washed and gently dissociated in aCSF media with APV and TTX. Cortical cells were then filtered, captured, and processed into single-cell transcriptomes using Drop-seq^62^. Complementary DNA libraries were sequenced on two lanes of a HiSeq2500 on Rapid Run mode. FASTQ files were processed using the Drop-seq Toolkit 1.2 where possible and aligned to the mouse genome (mm10) using STAR^63^. Barcoded bead synthesis errors were corrected using a publicly available command line script^64^.

### Single-cell RNA-seq bioinformatics

Cells expressing fewer than 300 different genes or whose mitochondrial transcripts exceeded 10% were excluded. Genes expressed in fewer than three cells were removed. The resulting cell × gene matrix was median centered and log normalized to generate the final gene expression matrix (1596 cells × 11,112 genes). Louvain clustering was performed on the top 48 principal components (based on eigenvalues greater than randomly permutated data [*n* = 1000]) using a silhouette score-optimized nearest-neighbor parameter of (67 nearest neighbors^27^). Cluster-specific marker genes were detected using a presence–absence binomial test (mean log_2_ fold change >1.0, *p* value < 0.05). Differentially expressed genes were identified using DESeq2 (adj. *p* value < 0.05^65^). To generate plots showing change in expression by gene length, genes were ordered by gene length and binned into groups of 200. The average fold change (calculated by DESeq2) was plotted against the average gene length for each bin in each cluster.

### Single-molecule in situ hybridization and image analysis

RNAscope fluorescent multiplex assay was performed following the manufacturer’s instructions with the following changes. To avoid tissue deterioration, unfixed frozen sections of P7 cortex were fixed in fresh 4% PFA for 20 min and protease treatment was reduced to 10 min. The following probes were obtained from ACDbio: Mm-*Neurod6*-C3 (cat. no. 444851-C3), Mm-*Ptprd* (cat. no. 474651). Images from two mice per genotypes (*n* = 11 WT sections, *n* = 14 cKO sections) were acquired on a Zeiss LSM 710 confocal laser scanning microscope at ×40. Multichannel images were opened in ImageJ and manually separated into different layers based on DAPI labeling and separated in the different channels. *Ptprd* and *Neurod6* channels were then selected and a pixel-intensity threshold was set manually to normalize the background among images of the different genotypes. A pixel-intensity threshold was also applied to DAPI images and followed by watershed segmentation. The observer was blind to the genotype. Binary images were then processed on CellProfiler (https://cellprofiler.org/) using a custom-designed pipeline. Briefly, single cells and *Neurod6* transcripts were identified as objects using the corresponding channels. Then, *Neurod6* transcripts were assigned to each cell as children objects and quantified. *Neurod6*^+^ cells were selected by applying a threshold of 5 *Neurod6* transcripts per cell. Single *Ptprd* transcripts or clusters were distinguished using a size threshold and were each assigned to *Neurod6*^+^ cells. Images showing the number of *Ptprd* transcripts/*Neurod6*^+^ cells was then generated by the DisplayDataOnImage function. The average number of single *Ptprd* transcripts or *Ptprd* clusters/*Neurod6*^+^ cell/section was the calculated. The final number of *Ptprd* transcripts/*Neurod6*^+^ cell/section was calculated with the following formula: # *Ptprd* transcripts/*Neurod6*^+^ cell/section = number of single *Ptprd* transcripts/*Neurod6*^+^ cell + (#*Ptprd* clusters/*Neurod6*^+^/section divided by the average area of single *Ptprd* transcripts/section). GraphPad Prism (version 7.00) was used for statistical analysis.

### CNV analyses of FACS sorted cortical neurons

P7 cortices were dissected with the hippocampus removed and frozen at −80 °C. Frozen cortices were dissociated mechanically. Nuclei were purified using an iodixanol cushion^66^ and stained for NEUN (anti-human NeuN Alexa Fluor 555 conjugate (Millipore, MAB377)) and SYTO 13 green fluorescent nucleic acid stain (Thermo Fisher, S7575). NEUN^+^/SYTO 13^+^ neuronal nuclei were isolated by flow sorting into 8-well thin-wall PCR tube strips^42^. For the initial low cell number experiment, WGA was performed using a modified multiple annealing and loop-based (MALBAC) approach^67^. Single-cell libraries of 39 WT neurons and 43 cKO neurons extracted from one mouse per genotype were individually barcoded and prepared for Illumina sequencing using NextFLEX (BIOO Scientific, Austin, TX) following the manufacturer’s instructions. Sequencing was performed on an Illumina HiSeq RAPID platform. CNVs were detected using an unbiased CNV detection approach^42^. WGA quality control using Bayesian information criteria (>−1.5) removed 13 cells from subsequent analysis, and copy number states <1.22 and >2.82 were determined to define CNVs in DNAcopy (*α* = 0.001, undo.SD = 0, min.width = 5) segmentation. BWA (version 0.7.12) was used to align Illumina single-end reads to the genome. Samtools (v1.1) was used to generate BAM files. Picard Tools (v1.105) was used to remove duplicate reads. Bedtools (v2.17.0) was used to count aligned reads in genomic bins. R (v3.4.1) was used to normalize binned read counts to copy number estimates, segment bin values (DNAcopy, v1.50.1), and plot CNV profiles (ggplot2, v2.2.1). R was also used to fit Gaussian distributions to dataset-wide segment data to determine CNV thresholds (mixtools, v1.1.0).

For the follow-up experiment, 10× sequencing data from 123 WT and 169 cKO NEUN^+^/SYTO 13^+^ sorted cortical neurons derived from one mouse per genotype were aligned to the mouse genome (mm10) using CellRanger-dna cnv (version 1.1.0). Single-cell BED files were extracted from CellRanger output using SAMtools (version 1.9), BAMtools (version 2.5.1), and BEDtools (version 2.15.0), and then were uploaded to Ginkgo^68^ for CNV analysis using default parameters. Following Ginkgo CNV analysis, segmentation results were downloaded and filtered to remove likely false-positive CNVs. Regions containing six or more CNVs were considered to be “hotspots” for false-positive CNVs, and any CNVs located entirely within the boundaries of a hotspot were excluded. To further safeguard against false positives, CNVs under 5 Mb in length were also excluded. Bin level copy number estimates for all single cells were downloaded from Ginkgo and plotted with filtered CNV results in R (version 3.4.1) using ggplot2 (version 2.2.1) to generate CNV profiles.

### Western blotting

P7 cortices were dissected from both *Top1* cKO and WT control mice and lysed in RIPA buffer (0.05 M Tris-HCl, pH 8, 0.15 M NaCl, 0.5% deoxycholic acid, 1% NP-40, and 0.1% sodium dodecyl sulfate (SDS)), Halt Protease Inhibitor Cocktail (Thermo Fisher, 87785), and Halt Phosphatase Inhibitor Cocktail (Thermo Fisher, 78420). Lysates were sonicated and cleared by centrifugation. Protein concentration was determined using the Pierce BCA Protein Assay Kit (Fisher, 23227). Equal amounts of protein were denatured in reducing sample buffer, separated by SDS-PAGE (polyacrylamide gel electrophoresis) gels, and blotted to nitrocellulose membranes (Bio-Rad). Blots were blocked with Odyssey Blocking Buffer (Fisher, 927-40000) for 1 h at room temperature, and then incubated overnight at 4 °C with primary antibodies. The primary antibodies used were rabbit anti-PARP (1:1000, Cell Signaling, 9532) rabbit anti-PAR/pADPr (1:1000, R&D Systems, 4336-APC-050), and mouse anti-GAPDH (1:1000, Thermo Fisher, MA5-15738). After washing with TBS containing 0.5% Tween 20 (TBS-T), membranes were incubated with goat anti-mouse IRdye 680 (1:10,000 Licor Odyssey, 925-68070) and IRDye 800CW donkey anti-rabbit (1:10,000 Licor Odyssey, 926-32213) diluted in Odyssey Blocking Buffer 1 h at room temperature. Blots were washed with TBS-T and detection was performed with the Odyssey CLx Imaging System (Li-COR) using the Image Studio Software (Odyssey). GraphPad Prism (version 7.00) was used for statistical analysis.

### NR treatment

Nicotinamide riboside chloride powder (Medkoo, 329479) was diluted to 10 mg/ml stock solution in saline, aliquoted, and stored at −80 °C. *Neurod6*^*Cre/+*^*::Top1*^*fl/+*^ males were bred with three *Top1*^*fl/fl*^ females for 48 h. After 14 days, pregnant females were moved in a separate cage and checked for P0 pups twice a day. Twenty-four hours after birth, P1 pups were injected intraperitoneally with 20 µl/g of saline or NR once a day (final 200 mg/kg per day of NR). Entire litters were injected with saline or NR in a blinded manner. At P7 and P12, pups were assayed for righting and geotaxis assays, respectively, and genotyped. Mice were monitored every day. An independent set of litters treated as described was sacrificed at P7 or P15 for immunofluorescence analysis and NAD^+^ quantification. Brains were collected at the indicated time points of treatment, and after 1 h from the last injection, half of the brain was drop-fixed in 4% PFA for immunostaining and half was divided into pieces and flash-frozen for NAD^+^ quantification. GraphPad Prism (version 7.00) was used for statistical analysis.

### NAD^+^ quantifications

Cortices were dissected from WT and *Top1* cKO mice and flash-frozen in pieces ranging from 15 to 30 mg in weight. Cortical samples were collected 1 h after the last i.p. injection with saline, NR, or NMN. All cortical samples were thawed and processes for NAD^+^ quantification at the same time using EnzyChrom NAD^+^/NADH Assay Kit (BioAssay Systems, E2ND-100) following the manufacturer’s instructions. NAD^+^ quantification were collected using Synergy 2 microplate reader (Biotek) and using the Gen5 (version 2.0) software. The resulting NAD^+^ concentration was multiplied to the final volume of reagents for each sample and divided by the total amount of starting tissue to calculate NAD^+^ pmol/mg of tissue. GraphPad Prism (version 7.00) was used for statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Single-cell genomic data are available from the NCBI Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra/PRJNA548496). Single-cell RNA-sequencing data are available from the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146672).All source data are provided in a Source Data file.

## Source data

Source Data

# Supplementary material for: Deletion of Topoisomerase 1 in excitatory neurons causes genomic instability and early onset neurodegeneration
**Source:** Nat Commun. 2020 Apr 23;11:1962. doi: 10.1038/s41467-020-15794-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Deletion of Topoisomerase 1 in excitatory neurons causes genomic instability and early onset neurodegeneration**

Fragola et al.

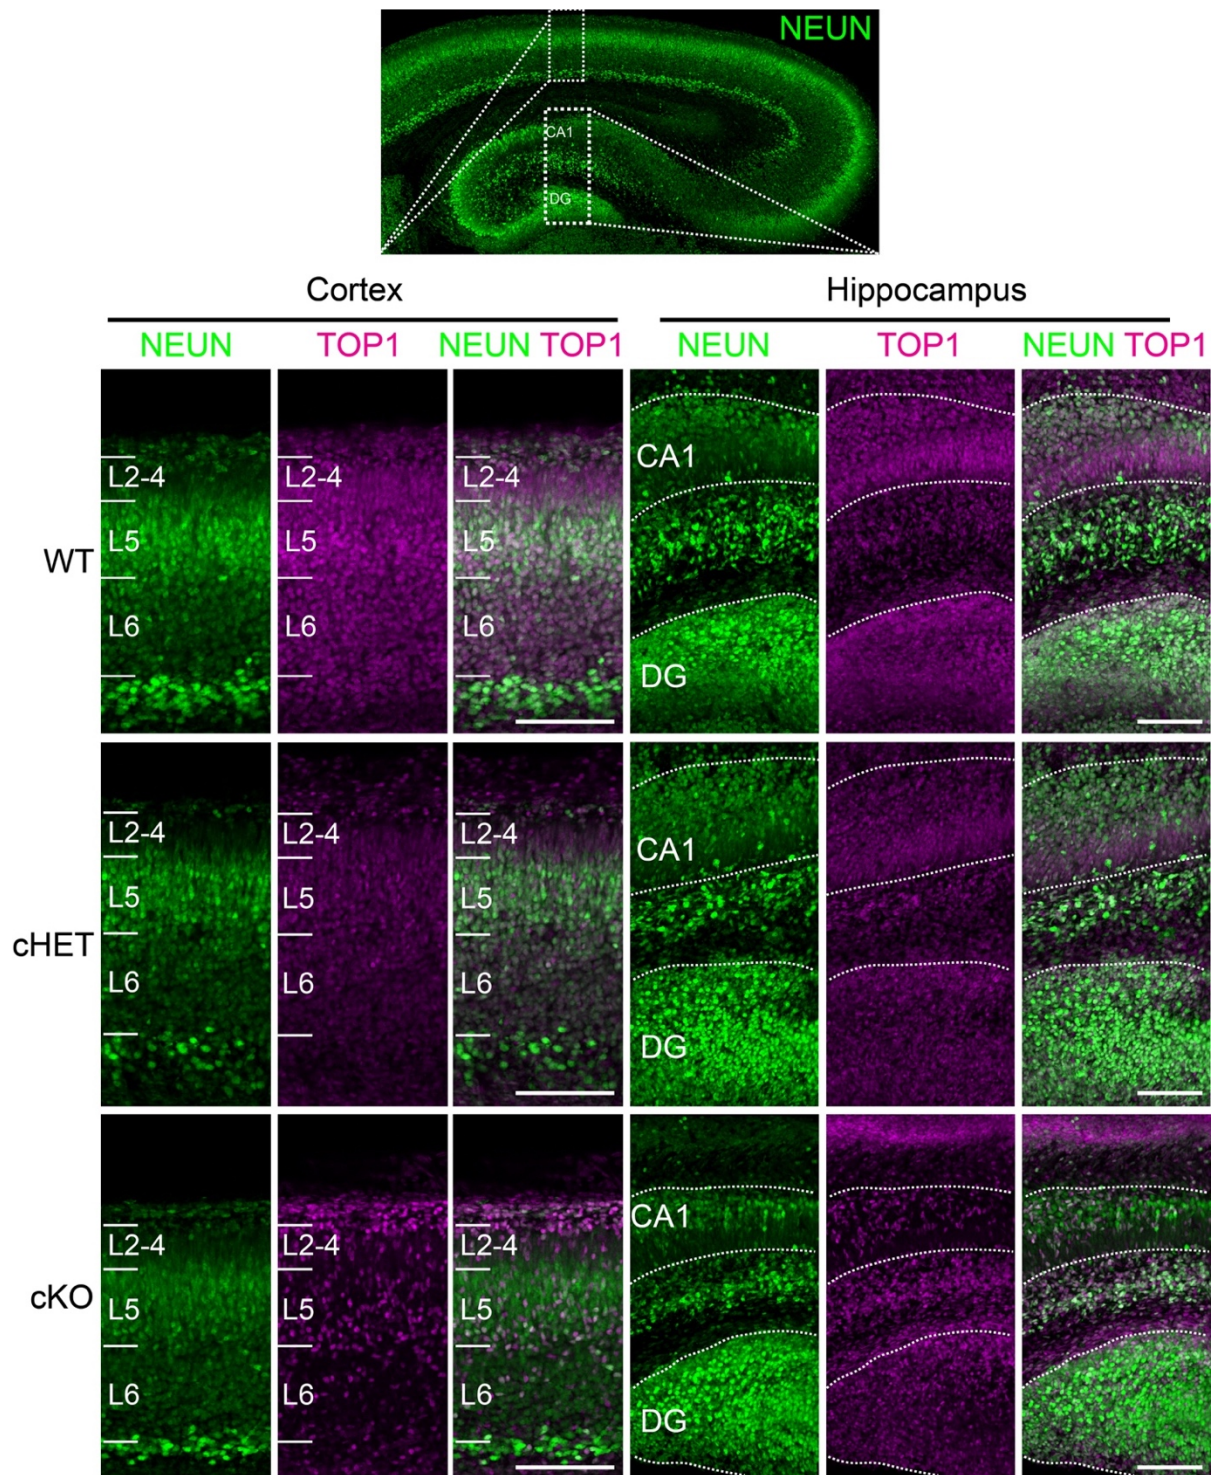

**Supplementary Figure 1. TOP1 expression in WT, *Top1* cHET and *Top1* cKO P0 brain.** Immunostaining of TOP1 and NEUN in P0 cortex and hippocampus of WT, *Top1* cHET and *Top1* cKO mice. Inset scale bars = 100  $\mu$ m. DG = dentate gyrus. Images are representative of 2 independent experiments.

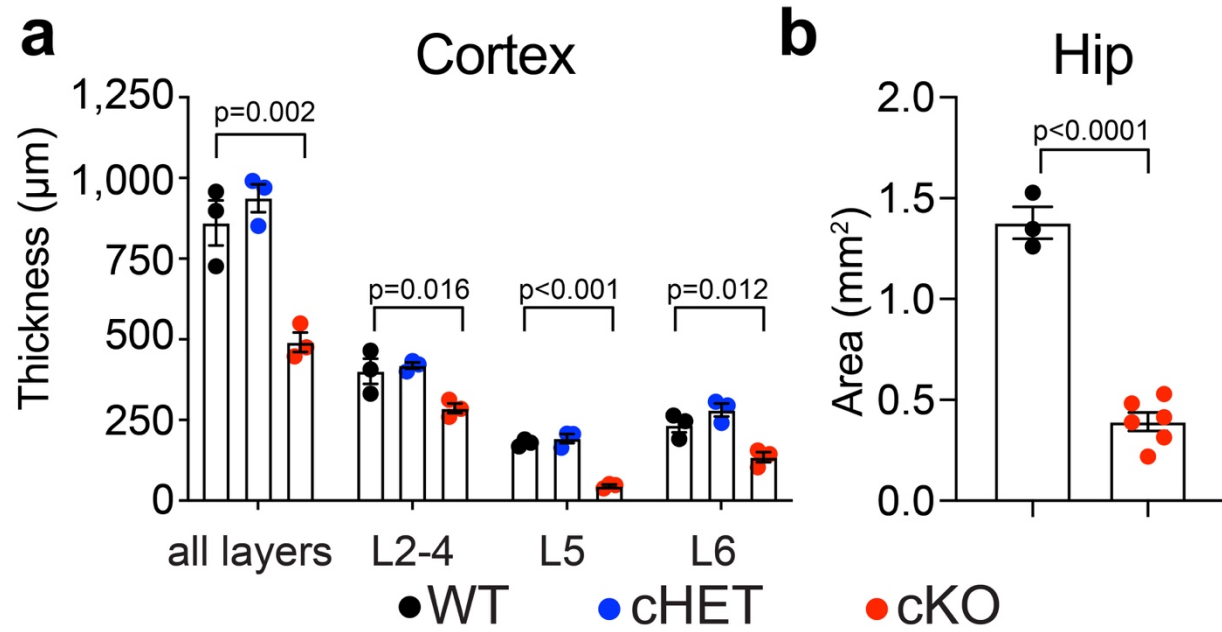

**Supplementary Figure 2. Cortical thickness in all layers and hippocampal area are reduced in *Top1* cKO mice at P15.**

**(a)** Quantification of cortical thickness in WT, *Top1* cHET and *Top1* cKO (n=3 mice per genotype). One-way ANOVA. **(b)** Quantification of hippocampal (Hip) area.

WT (n=3), cKO (n=6). Two-sided student t-test. Values are mean and error bars are  $\pm$  SEM.

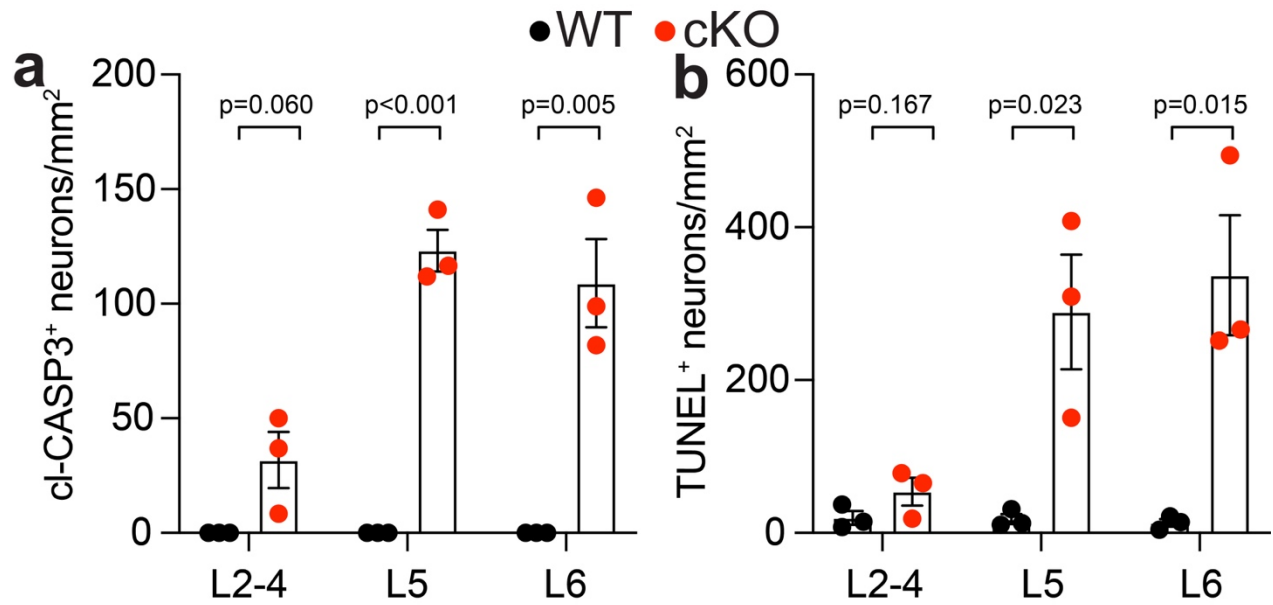

**Supplementary Figure 3. Increased apoptosis of L5 and L6 neurons in *Top1* cKO mice.**

Quantification of **(a)** cl-CASP3<sup>+</sup> and **(b)** TUNEL<sup>+</sup> neurons in cerebral cortex L2-4, L5 and L6 of WT (n=3) and cKO (n=3) P7 mice. n=2 sections per mouse. Two-sided student's t-test. Values are mean and error bars are ± SEM.

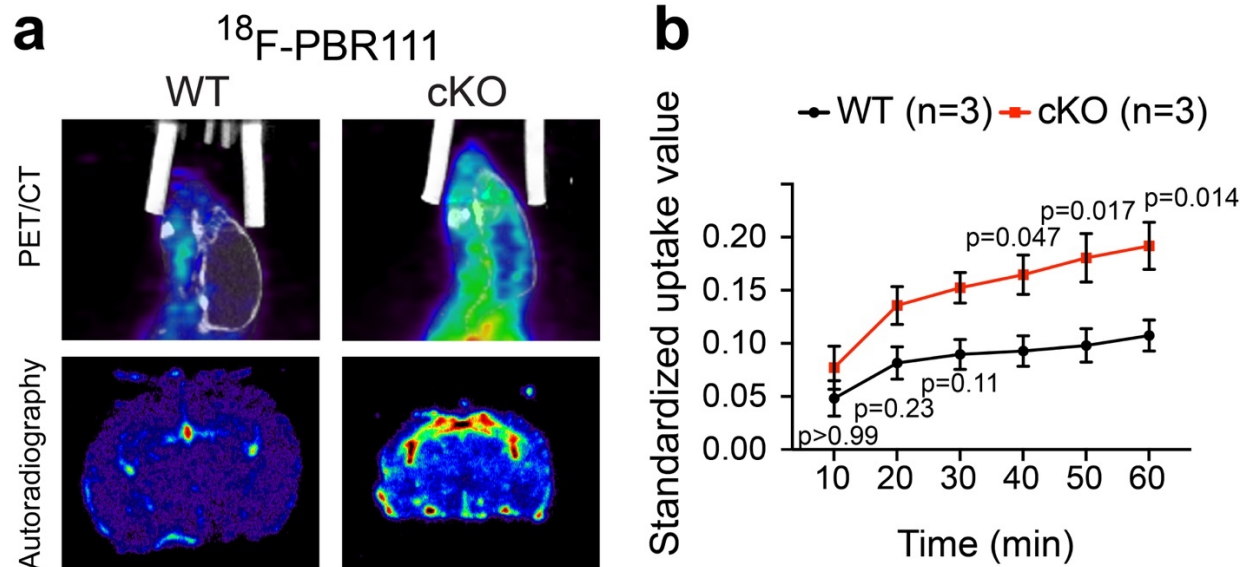

**Supplementary Figure 4. Neuroinflammation in *Top1* cKO mice visualized by PET imaging with  $^{18}\text{F}$ -PBR111.**

**(a)** PET and computed tomography (CT) images (upper), high resolution autoradiography (lower) of WT and cKO P15 mice injected i.p. with  $^{18}\text{F}$ -PBR111. **(b)** Quantification of  $^{18}\text{F}$ -PBR111 uptake in the brain of WT and cKO P15 mice. Two-way ANOVA with Bonferroni post hoc test. 95% confidence interval of difference: 10 min (-0.100 to 0.0423), 20 min (-0.125 to 0.0170), 30 min (-0.134 to 0.00840), 40 min (-0.143 to -0.000815), 50 min (-0.154 to -0.0113), 60 min (-0.156 to -0.0132). n=3 mice per genotype. Values are mean and error bars are  $\pm$  SEM.

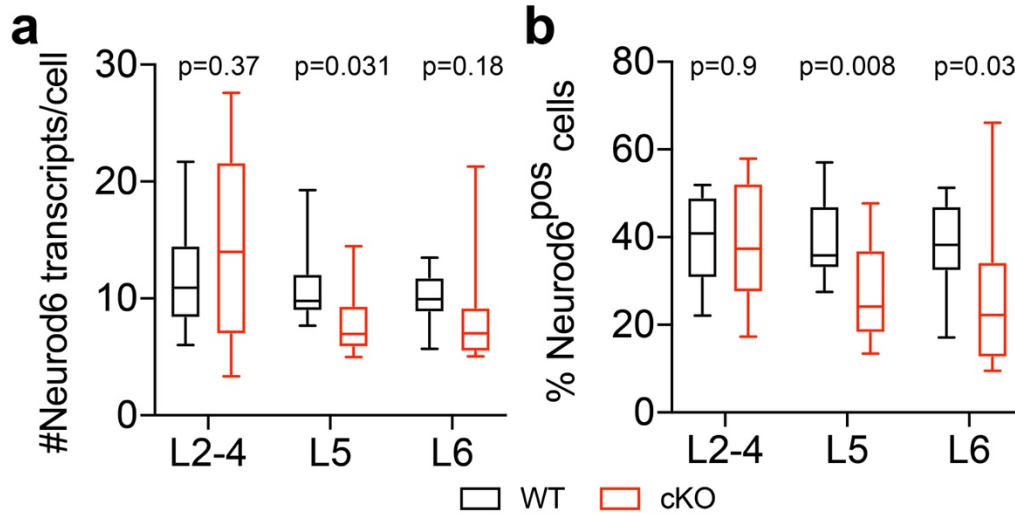

**Supplementary Figure 5. Quantification of *Neurod6* transcript levels and percentage of *Neurod6*<sup>+</sup> neurons in different cortical layers with single-molecule *in situ* hybridization.**

**(a)** Average number of transcripts/cell/section from the indicated cortical layers in P7 WT and *Top1* cKO cortex. **(b)** Mean percentages of neurons with more than 5 transcripts (*Neurod6*<sup>+</sup>) in the different cortical layers of WT and cKO cortex. Box is first to third quartile, line is median, error bars are minimum and maximum values. Two-sided student t-test. n=11 WT sections, n=14 cKO sections. 2 mice/genotype.

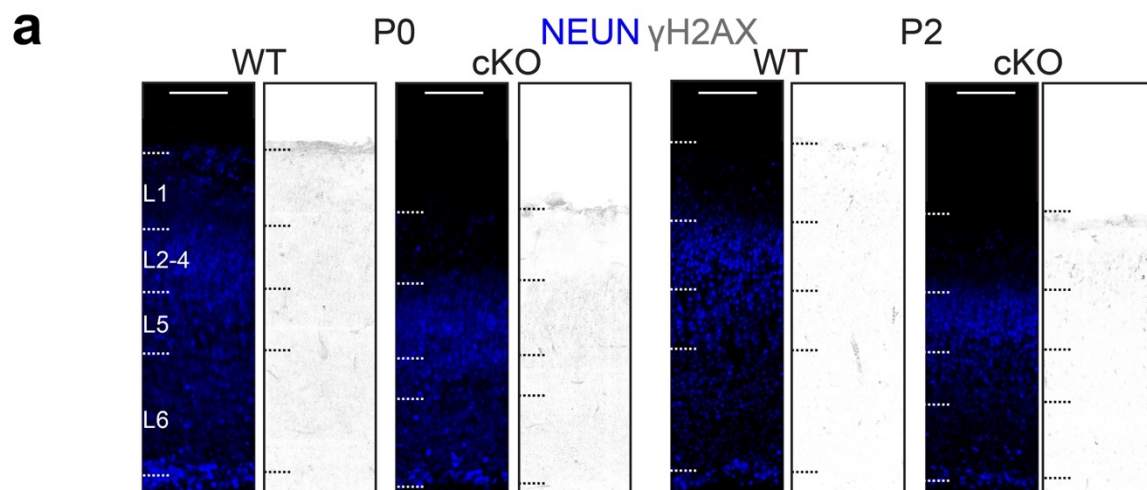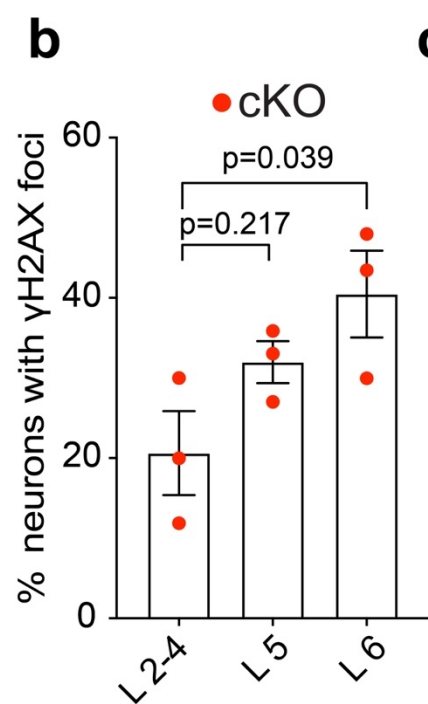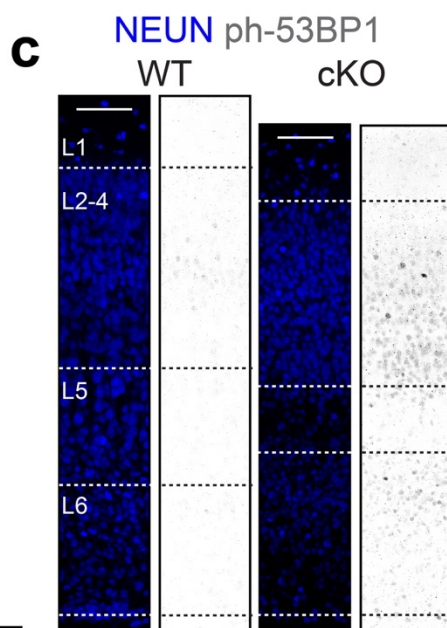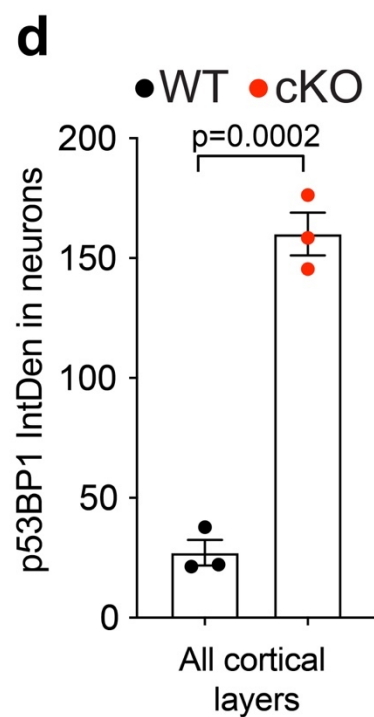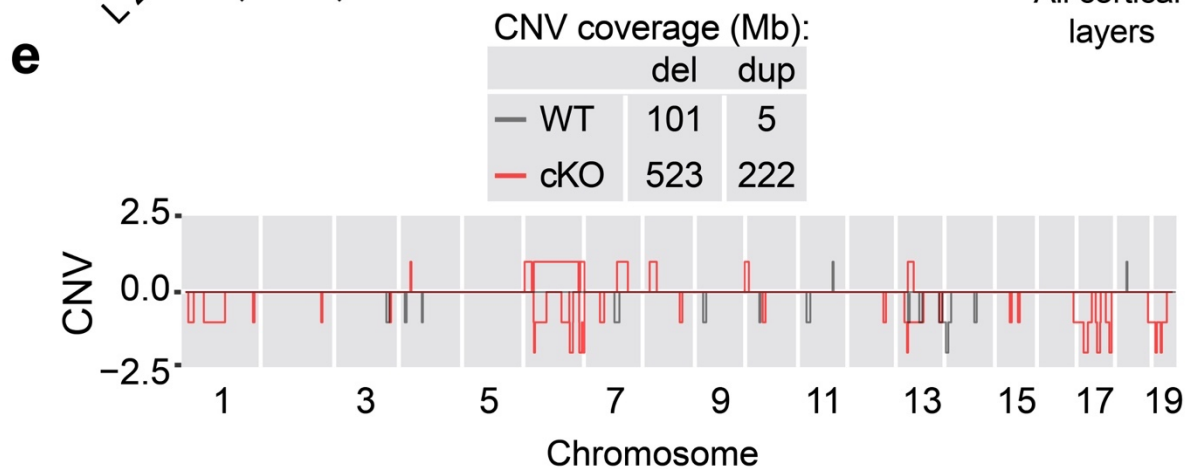

**Supplementary Figure 6. Elevated DNA damage and more abundant CNVs in P7 *Top1* cKO mice.**

**(a)** Immunostaining and of  $\gamma$ H2AX and NEUN in P0 and P2 WT and cKO cortex. Images are representative of 3 mice per genotype. Scale bar = 100  $\mu$ m. **(b)** Graph showing the percentage of neurons with  $\gamma$ H2AX foci in L2-4, L5 and L6 of *Top1* cKO mice (n=3 mice per genotype). One-way ANOVA with Dunnett's multiple comparison test. **(c)** Immunostaining and **(d)** quantification of ph-53BP1 and NEUN in P7 WT and cKO cortex. (n=3 mice per genotype). IntDen=Integrated density. Scale bar = 100  $\mu$ m. Two-sided student t-test. **(e)** Graph showing the overlap of all the CNVs identified in WT and cKO neurons at the different genomic locations. CNV coverage is indicated. Y axis indicates the number of CNVs identified at the correspondent genomic location; above zero are duplications, below zero are deletions. Values are mean and error bars are  $\pm$  SEM.

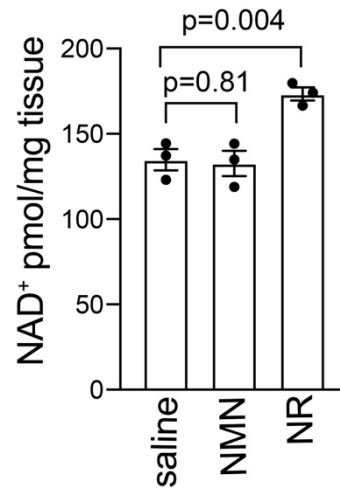

**Supplementary Figure 7. Treatment with NR increases NAD<sup>+</sup> levels in the cerebral cortex of neonatal mice.**

Quantification of NAD<sup>+</sup> levels in cortical lysates of P3 mice collected 1 h after i.p. injection with saline, NR (100 mg/kg) or NMN (100 mg/kg). One-way ANOVA. n=3 animals per condition. Values are mean and error bars are ± SEM.

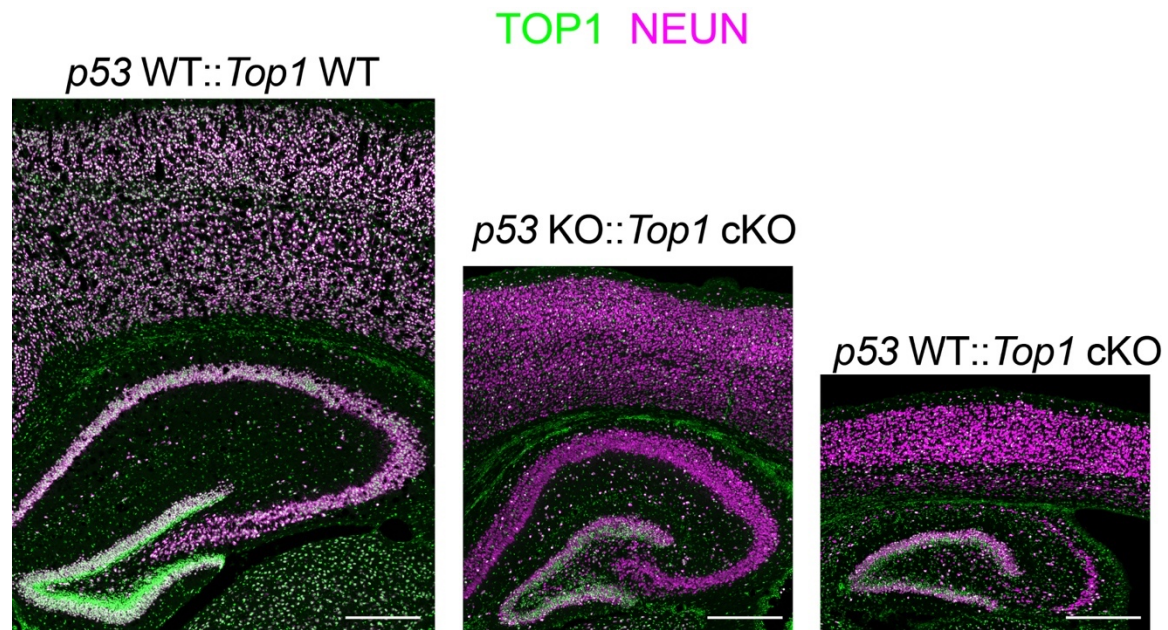

**Supplementary Figure 8. Increased neuronal survival in *p53 KO::Top1 cKO* P15 cortex and hippocampus.**

TOP1 and NEUN immunostaining of *p53 WT::Top1 WT*, *p53 KO::Top1 cKO* and *p53 WT::Top1 cKO* P15 cortex. Scale bar = 300  $\mu$ m. Images are representative of 3 independent experiments.

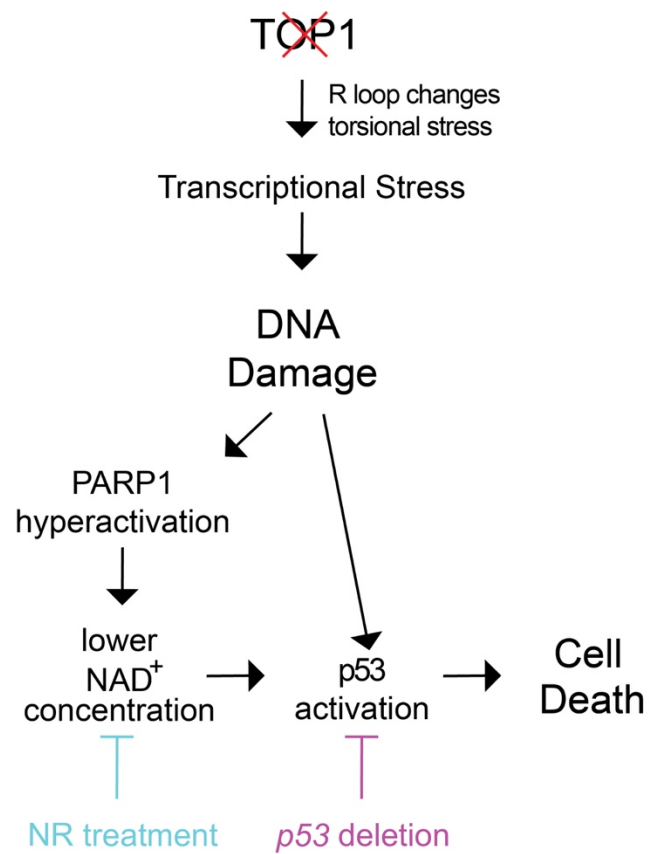

**Supplementary Figure 9. Potential mechanism of DNA damage-induced neuronal death in *Top1*-deficient neurons.**

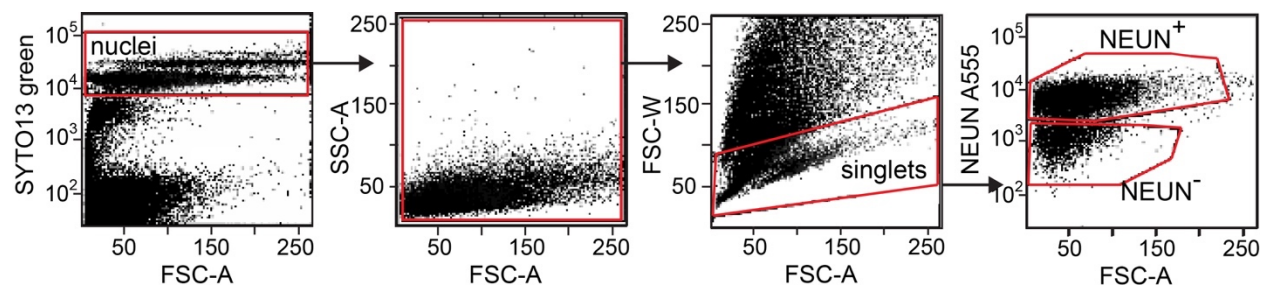

**Supplementary Figure 10. Gating strategy used for sorting neurons for Figure 6d and Supplementary Figure 6e.**

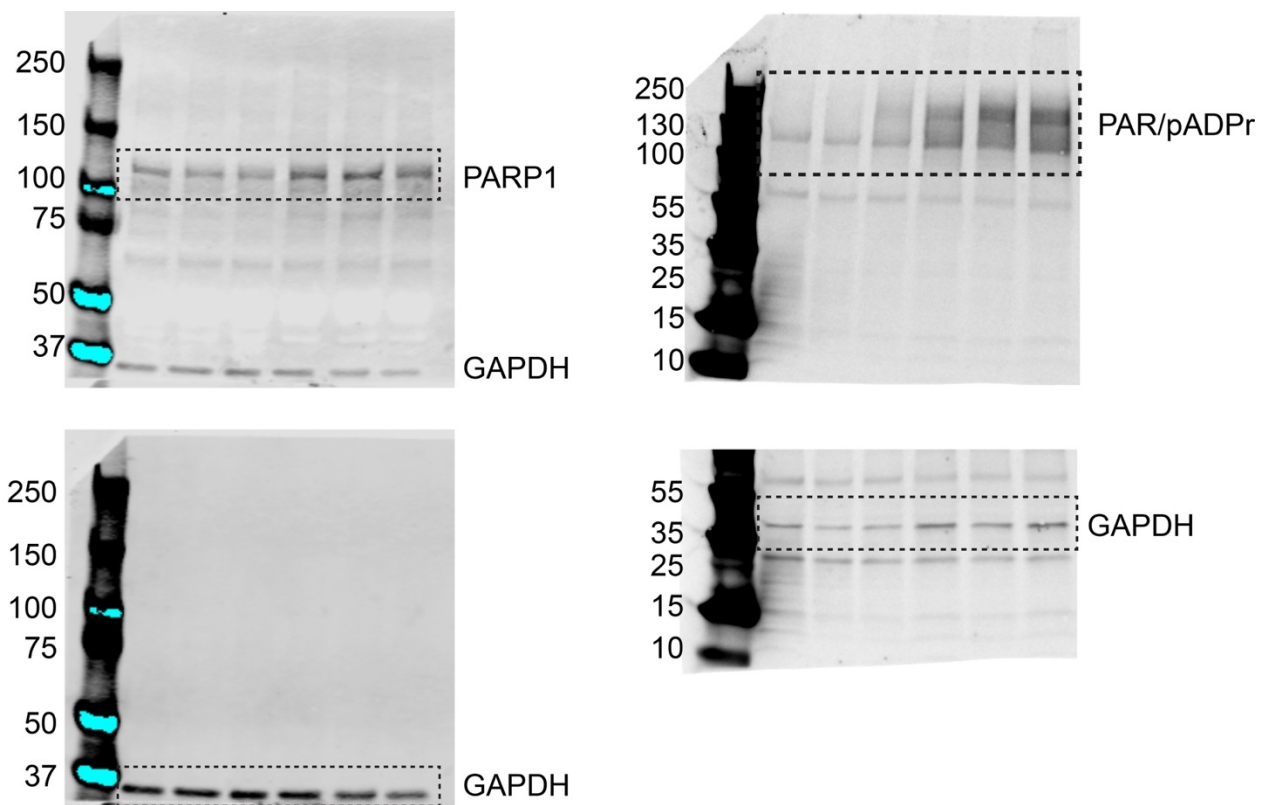

**Supplementary Figure 11. Uncropped immunoblots from Figure 7a.**

# Supplementary material for: Deletion of Topoisomerase 1 in excitatory neurons causes genomic instability and early onset neurodegeneration
**Source:** Nat Commun. 2020 Apr 23;11:1962. doi: 10.1038/s41467-020-15794-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Supplementary Data**

**Supplementary Data 1. Single-cell RNA-seq cluster marker genes.** Cluster 1, 2 and 3 marker genes obtained by a presence-absence binomial test (mean log_2_ fold-change > 1.0, p-value < 0.05). Gene names, log2 fold changes and p-values are indicated.

**Supplementary Data 2. List of differentially expressed genes in the excitatory neuron cluster identified by single-cell RNA-seq.** Gene names, normalized expression, log_2_ fold-changes and adj. p-values calculated by DESeq2 are indicated. Long gene classification (blue if >100 kb) is indicated.

**Supplementary Data 3. Summary of CNVs identified in P7 WT and *Top1* cKO neurons.** Genotype, genomic coordinates, cell name, copy number and size of every CNV identified in P7 WT and *Top1* cKO cortical neurons.

# Supplementary material for: Deletion of Topoisomerase 1 in excitatory neurons causes genomic instability and early onset neurodegeneration
**Source:** Nat Commun. 2020 Apr 23;11:1962. doi: 10.1038/s41467-020-15794-9
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Western blot fluorescent images were captured using Image Studio Software (Odyssey). Immunostaining and in situ hybridization images were captured using Zeiss ZEN Image Acquisition software. NAD+ quantification were collected using Synergy 2 microplate reader (Biotek) and using Gen5 (version 2.0) software. FACS data were acquired using Summit 5.2. PET images were reconstructed using the 2D-OSEM algorithms.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | For th CNV pilot analysis: BWA (version 0.7.12) was used to align Illumina single-end reads to the genome. Samtools (v1.1) was used to generate BAM files. Picard Tools (v1.105) was used to remove duplicate reads. Bedtools (v2.17.0) was used to count aligned reads in genomic bins. R (v3.4.1) was used to normalize binned read counts to copy number estimates, segment bin values (DNAcopy, v1.50.1), and plot CNV profiles (ggplot2, v2.2.1). R was also used to fit Gaussian distributions to dataset-wide segment data to determine CNV thresholds (mixtools, v1.1.0). For the main CNV analysis, reads were aligned to the mouse genome (mm10) using CellRanger-dna cnv (version 1.1.0). Single cell BED files were extracted from CellRanger output using SAMtools (version 1.9), BAMtools (version 2.5.1), and BEDtools (version 2.15.0) and then were uploaded to Ginkgo for CNV analysis using default parameters. Bin level copy number estimates for all single cells were downloaded from Ginkgo ( <a href="http://qb.cshl.edu/ginkgo">http://qb.cshl.edu/ginkgo</a> ) and plotted with filtered CNV results in R (version 3.4.1) using ggplot2 (version 2.2.1) to generate CNV profiles. For scRNAseq analysis FASTQ files were processed using the Dropseq Toolkit (version 1.2) where possible and aligned to the mouse genome (mm10) using STAR. R (version 3.4.1) was used to filter cells based on transcript levels, normalize expression data to obtain the final gene expression matrix, Louvain clustering to define cell clusters, binomial test to define cluster markers. DESeq2 (version 1.38.0) was used to perform differential expression analysis and resluts were plotted using ggplot2 (version 2.2.1) in R (version 3.4.1).<br>Fiji with ImageJ (1.0) was used for image analysis and quantitation, GraphPad Prism (7.00) was used for statistical analysis of imaging data, NAD+ quantification, motor function assays, wight measurements and survival data. CellProfiler (3.0) was used to quantify single cell in situ hybridization images. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Single-cell genomic data (Fig. 6d, Supplementary Figure 6e and Supplementary Table S3) are available from the NCBI Sequence Read Archive (<https://www.ncbi.nlm.nih.gov/sra/PRJNA548496>). Single-cell RNA sequencing data (Fig. 5 a-b-c, Supplementary Figure 5 a-b, Supplementary Tables S1 S2) are available from the NCBI Gene Expression Omnibus database (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146672>)

All source data are provided in a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes used are listed in the respective Figures and Figure legends. No statistical methods were used to predetermined the sample size. At least 3 mice per condition and 2 sections per mouse were used for every statistical analysis except for the following. CNV analyses were performed on a total of 2 mice per genotype. Initial CNV analysis was performed on 39 WT and 43 Top1 cKO NeuN+ nuclei extracted from one mouse per genotype. Final CNV analysis was performed on 123 WT and 169 cKO neurons from one mouse per genotype (different from the initial analysis). single-cell RNAseq analysis was performed on 2 WT and 2 cKO mice for a total of 1596 cells (683 WT, 913 cKO). Single-cell in situ hybridization was performed on 11 WT and 14 cKO P7 cortical sections coming from 2 mice per genotype. |
| Data exclusions | For pilot CNV analysis, WGA quality control using Bayesian Information Criteria (BIC > -1.5) removed 13 cells from subsequent analysis. For main CNV analysis, regions containing 6 or more CNVs were considered to be "hotspots" for false positive CNVs, and any CNVs located entirely within the boundaries of a hotspot were excluded. To further safeguard against false positives, CNVs under 5 Mb in length were also excluded. For single-cell RNAseq analysis cells expressing fewer than 300 different genes or whose mitochondrial transcripts exceeded 10% were excluded. Genes expressed in fewer than 3 cells were removed. No other data were excluded from the analyses. All exclusion criteria were pre-established based on previous work.                                                                         |
| Replication     | All experiments were replicated at least 3 times and all attempts at replication were successful. The number of replicate experiments and sample used is indicated in the figure legend of each figure                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | No sex-related differences were observed in the phenotype, therefore animals of either sex were randomly chosen to perform the experiments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | All data analysis were performed in blind of the genotype. Data collection was performed in blind of the genotype up to P7, when the genotype of the Top1 cKO animals was visually evident. Samples were labeled with codes to hide genotypes and allow blind data analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For WB analysis: rabbit anti-PARP (1:1000, Cell Signaling, 9532), rabbit anti-PAR/pADPr (1:1000, R&D Systems, 4336-APC-050), mouse anti-GAPDH (1:1000, Thermo Fisher, MA5-15738), anti-mouse IRdye 680 (1:10000 Licor Odyssey, 925-68070), donkey anti-rabbit IRDye 800CW (1:10000 Licor Odyssey, 926-32213). For immunostaining: rabbit anti-Topoisomerase 1 (1:300; GeneTex, GTX63013, EPR5375), guinea pig anti-NeuN (1:400; EMD-Millipore, ABN90P), rabbit anti-Cux1 (1:200; Santa Cruz Biotechnology, sc-13024), rat anti-Ctip2 (1:200; Abcam, ab18465), rabbit anti-Cleaved-Caspase-3 (1:100; Cell Signaling Technology, 9664), rabbit anti-Iba1 (1:400; Wako, 019-19741), goat anti-GFAP (1:750; Abcam, ab53554), and rabbit anti-phospho-Histone H2A.X (1:50; Cell Signaling Technology, 2577), Phospho-53BP1 (Ser1778) (1:50, Cell Signaling Technology, 2675 ), anti-rabbit IgG Alexa 488 or Alexa 568 (Thermo Fisher Scientific, A21206 and A10042, respectively), donkey anti-goat IgG-Cy3 (Jackson ImmunoResearch Laboratories, 705-165-003), donkey anti-rat IgG-Cy3 (Jackson ImmunoResearch Laboratories, 712-165-153), and donkey anti-guinea-pig IgG-Alexa 647 (Jackson ImmunoResearch Laboratories, 706-605-148). For FACS: anti-human NeuN IgG clone A60 Alexa Fluor 555 conjugate (1:250, Millipore, MAB377)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Validation      | <p>For WB analysis:</p> <p>rabbit anti-PARP (1:1000, Cell Signaling, 9532) tested for WB/IF/FACS by manufacturer and used in over 250 publications</p> <p>rabbit anti-PAR/pADPr (1:1000, R&amp;D Systems, 4336-APC-050), tested for WB by manufacturer and used in 7 publications PMID: 27053772</p> <p>mouse anti-GAPDH (1:1000, Thermo Fisher, MA5-15738), tested for WB/IF/FACS by manufacturer and used in over 250 publications</p> <p>anti-mouse IRdye 680 (1:10000 Licor Odyssey, 925-68070),</p> <p>donkey anti-rabbit IRDye 800CW (1:10000 Licor Odyssey, 926-32213).</p> <p>All secondary antibodies were tested for WB by manufacturer and used in over 250 publications</p> <p>For immunostaining:</p> <p>rabbit anti-Topoisomerase 1 (1:300; GeneTex, GTX63013, EPR5375), tested by IF/WB by us using genetic Top1 ko mice, by the manufacturer and used in over 15 publications.</p> <p>guinea pig anti-NeuN (1:400; EMD-Millipore, ABN90P), tested by us for cell specificity by IF in cortical sections, tested by the manufacturer by WB/IF and used in 4 publications</p> <p>rabbit anti-Cux1 (1:200; Santa Cruz Biotechnology, sc-13024), tested for IF by us for neuronal specificity in brain sections, tested by the manufacturer by WB/IF and used in 6 publications</p> <p>rat anti-Ctip2 (1:200; Abcam, ab18465), tested for IF by us for neuronal specificity in brain sections, tested by the manufacturer by WB/IF and used in 362 publications</p> <p>rabbit anti-Cleaved-Caspase-3 (1:100; Cell Signaling Technology, 9664), tested for WB/IF/FACS by manufacturer and used in 1911 publications</p> <p>rabbit anti-Iba1 (1:400; Wako, 019-19741), tested for WB/IF by manufacturer and used in 910 publications</p> <p>goat anti-GFAP (1:750; Abcam, ab53554), tested for WB/IF by manufacturer and used in 118 publications</p> <p>rabbit anti-phospho-Histone H2A.X (1:50; Cell Signaling Technology, 2577), tested for WB/IF/FACS by manufacturer and used in 438 publications</p> <p>Phospho-53BP1 (Ser1778) (1:50, Cell Signaling Technology, 2675 ), tested for WB/IF/FACS by manufacturer and used in 19 publications</p> <p>anti-rabbit IgG Alexa 488 or Alexa 568 (Thermo Fisher Scientific, A21206 and A10042, respectively), donkey anti-goat IgG-Cy3 (Jackson ImmunoResearch Laboratories, 705-165-003), donkey anti-rat IgG-Cy3 (Jackson ImmunoResearch Laboratories, 712-165-153), and donkey anti-guinea-pig IgG-Alexa 647 (Jackson ImmunoResearch Laboratories, 706-605-148).</p> <p>All secondary antibodies have been tested by the manufacturers and affinity-purified to minimize cross-reactivity. We routinely perform a negative control with only the secondary antibody to test for specificity. All the secondary antibodies used were specific.</p> <p>For FACS:</p> <p>anti-human NeuN IgG clone A60 Alexa Fluor 555 conjugate (1:250, Millipore, MAB377), tested for WB/IF by manufacturer and used in 1084 publications</p> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Animal used in this study were mice. Neurod6-Cre mice and p53 <sup>-/-</sup> mice were obtained from Jackson Laboratory. Top1 fl/fl conditional mice were generated in our lab as described in Mabb et al. 2016. Top1 cHET and cKO were obtained by crossing Neurod6-Cre mice with Top1 fl/fl mice. Ages range between P0 and P100. Both males and females were used for these studies |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                            |

## Ethics oversight

All animal procedures were approved by the University of North Carolina at Chapel Hill Animal Care and Use Committee. Protocol # 18-183

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

P7 cortices were isolated by careful dissection with the hippocampus removed and frozen at -80 C degrees. Nuclei were purified using an iodixanol cushion and neuronal nuclei (NeuN positive/SYTO 13 positive) were isolated using FACS

## Instrument

Beckman Coulter MoFlo XDP

## Software

Data collection with Summit 5.2

## Cell population abundance

NEUN positive neurons were about 10% of total events

## Gating strategy

Negative populations for SYTO 13 and NEUN were identified with the use of unstained samples. Nuclei were distinguished from debris by plotting SYTO 13 on the y axis and FSC on the x axis and drawing a gate around SYTO 13 positive events. Singlets were selected by plotting FSC-W vs. FSC-A. SYTO 13 positive nuclei were then plotted for NEUN expression (y axis) and FSC (x axis). NEUN positive and negative populations were clearly distinguishable and showed a 10x difference in the fluorescence intensity of the NEUN channel.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

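The measurements are Drop-seq counts of cortical cells from 2 WT and 2 Top1 cKO mice at postnatal day 7. The authors deposited 1 table of UMI counts per gene and cell barcode, not normalized, made with the Drop-seq Toolkit and STAR on mm10 from reads of 2 lanes. The text searched does not name the gene annotation. The barcodes in the table had not been filtered on mitochondrial share. Cell names start with WT1, WT2, KO2 and KO3. The WT labels match the WT samples. The cKO samples are numbered 1 and 2 and the cKO labels 2 and 3, so the labels show the genotype but not the mouse, and the cKO cells were taken as 1 pooled sample. The design fixed before the data were examined gives, for cells that cannot be assigned to mice, values with no test. No p-value and no count of changed genes is therefore given, and a test of 2 WT mice against the pooled sample was left out for the same reason. Columns of per-sample values not used: 0.

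Cells with at least 300 genes and at most 10% mitochondrial UMIs, and genes in at least 3 cells, were kept. Cells were scaled to the median depth and log transformed for clustering (48 components, 67 neighbors, Louvain at resolution 1, scanpy 1.11.5 and igraph 0.11.9). A cluster took a name when at least 3 markers of 1 list were raised at least 2-fold over the median of the other clusters and seen in 25% of its cells, and when its 10 leading genes held at least 1 marker of that class and no more of another class. A total of 3 naming rules were tried after the clusters were seen and before genotypes were compared within classes. Resolutions from 0.2 to 0.8 were also looked at after the clusters were seen, and 1 was kept as set before. Doublets called by Scrublet were kept, and leaving them out is an alternative.

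UMIs were summed over the cells of each class and mouse or pooled sample. Low counts were removed with filterByExpr and libraries scaled with TMM factors of edgeR 4.0.16 in R 4.3.3, and log2 ratios of pooled cKO over pooled WT used a prior count of 2. Counting intervals are exact binomial intervals of the cKO share of a gene's UMIs, or exact Poisson intervals of CPM, at 95%. They cover counting error only and not differences between mice. Symbols were matched to the annotation for 18780 of 19092 genes, 868 of them through a synonym. The percentile of a list's median among 10000 random lists of the same size, drawn from the same deciles of expression, describes these libraries. Lists were genes longer than 100 kb, the lists of the text, upper and lower layer markers, p53 targets, cholesterol synthesis, ribosomal proteins and immediate early genes. The scripts were tested on simulated data, after the first analysis of the counts and not before it. In these, long genes lowered by -0.30 came out at -0.31 in excitatory neurons, -0.30 in inhibitory neurons and -0.33 in glial cells, over 10006, 7072 and 5393 genes. With no change simulated, the differences were 0.00022, -0.018 and -0.033 in the same order. The simulated change is far larger than the -0.031 seen in excitatory neurons, so recovery of a difference of that size was not tested.

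Genes named are those the paper names for these cells, the 10 largest ratios in excitatory neurons and the 3 largest in each other class. The rule written before the data were examined took these among genes past a test's limit and changed alike in the mice. With no test, a minimum of 100 UMIs over both genotypes and a cKO level beyond both WT mice took its place, set after seeing the data. Some single genes, and lists of the text that hold them, are not reported here. Neurod2 and Chd6 fall outside the rule and were chosen after their values were seen.

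Filters, scaling, marker and gene lists and most alternatives were set before the data were examined. The cKO cells were first taken as 2 mice from their labels and tested with edgeR, and that analysis was withdrawn, because the labels cannot be matched to the samples, after its results had been seen. Chosen after seeing the data were leaving out the cKO cells of either label, WT2 over WT1, the 100 genes furthest down or up, random lists, Louvain at resolution 0.5, leaving out cells over 20000 UMIs, the glial class with the cluster led by microglial genes, thinning for the lists and for the difference between classes, and leaving out WT mice for class shares, length bins and the lists beyond the text. Sums of UMIs of the Y-linked genes Ddx3y, Eif2s3y and Uty were above 0 under all 4 labels and Xist had at most 3 UMIs. In situ hybridization, immunostaining, protein and copy number data were not analysed here.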

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

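In this part the test of long genes in the unnamed clusters, the values without 1 cKO label and for WT2 over WT1, and the thinned values were chosen after the results were seen. None of these differences was tested, since the cKO cells are 1 pooled sample.

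Long genes moved apart between classes. The difference between long and other genes was below 0 in excitatory neurons and above 0 in the other classes against either WT mouse. Over shared genes it was -0.068 for excitatory minus inhibitory neurons and -0.15 for excitatory neurons minus glial cells, and the difference was not tested. The first was -0.035 without WT1, and WT2 over WT1 gave -0.028. The second was -0.11 without label KO2, -0.23 without label KO3 and -0.15 with cells thinned. A difference between libraries may be a source, since the largest unnamed cluster moved the same way as glial cells (0.18), as did the clusters of 168 (0.24) and 85 cells (0.042). With 1 pooled cKO sample, library and genotype cannot be told apart. A biological difference between classes stays open as untested.

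The list of p53 targets, which the paper does not report for these cells, was higher in cKO excitatory neurons. The median of the 20 of 28 genes with a ratio lay 0.72 above that of the other genes (percentile 100 among random lists), with 5 genes lower and 15 above both WT mice by CPM. It was 0.82 without WT1, 0.48 without WT2, 0.57 without label KO2 and 0.34 without label KO3, and -0.13 for WT2 over WT1. With cells thinned, 8 genes were left at 0.13 (percentile 72.5). This is the direction that p53 activation would give, and may reflect it. Stress of dissociation in cKO cells was not tested, and the pooled sample cannot be told apart from its libraries.

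The list of cholesterol synthesis genes, of which the paper names some from these same cells, was lower in cKO excitatory neurons. The median of the 23 of 25 genes with a ratio lay -0.57 from that of the other genes (percentile 0), with 21 lower and 17 below both WT mice by CPM. It lay between -0.65 and -0.48 without either WT mouse or either cKO label, and was -0.62 with cells thinned and 0.074 for WT2 over WT1. Depth per cell did not remove it in these libraries. It was seen without either WT mouse and without either cKO label, and not between the WT mice, so it does not rest on 1 WT mouse or 1 label. A difference between libraries that goes with genotype stays open, as does a change with genotype, since the cKO cells are 1 pooled sample.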

How the results depend on the processing

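No paired analysis was possible because the cKO cells carry labels that do not match the numbers of the cKO samples, and values are given with no test. For that reason DESeq2, camera, fry, an estimated correlation, a fit of all 12 libraries, a replicate block and limits on p were not run. Leaving out cKO cells of either label, Louvain at resolution 0.5, leaving out cells over 20000 UMIs, the glial class with the cluster led by microglial genes, and some uses of thinning and of leaving out WT mice were chosen after seeing the data. The limit of 500 genes removed 0 cells and leaving out cells over 20000 UMIs removed 0 glial cells, so neither gives a value. No filter on low counts leaves the 100 genes furthest down the same.

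Top1 in excitatory neurons stayed below 0 under all 17 alternatives, from -2.90 to -1.61, and Ptprd from -1.02 to -0.54. The axon and calcium lists and cholesterol synthesis stayed below 0 under all 6, and p53 targets above 0. Moved means by at least the spread of the WT mice, and reversed means a change of sign in a value that lay beyond that spread (for single genes, also with a counting interval that leaves out 0). For most results the spread is the SD of the values against WT1 and WT2 alone. It leaves out counting error and differences between cKO mice, and can be very small. For long genes in inhibitory neurons it was 0.0013, so moved there can mean a trivial shift. Single genes other than Top1 are listed below only where reversed, and their 71 moved values are left out. A change of sign within the spread, as for Top1 in glial cells and immediate early genes, counts as neither and is given with those results. So does the cKO minus WT share of inhibitory cells, in percentage points -2.12, 1.10 by marker lists and 3.62 without WT2, and that of glial cells, 0.710 and -2.24 without WT1. The cause was not tested for any change below, except that thinning and the 5% limit leave fewer genes or cells.

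Under the setting cKO cells without label KO3, long genes in excitatory neurons reversed at 0.014 from -0.031, long genes in inhibitory neurons moved to 0.093 from 0.036, long genes in glial cells moved to 0.20 from 0.15, long genes in excitatory neurons minus glial cells, moved to -0.23 from -0.15, Top1, excitatory moved to -2.44 from -1.75, Hba-a1 in glial cells reversed at -1.48 from 2.62, Hba-a2 in glial cells reversed at -1.57 from 2.27, Hbb-bs in glial cells reversed at -2.09 from 2.01, length of genes lower in cKO excitatory neurons moved to 117 kb from 226 kb, p53 targets moved to 0.34 from 0.72, cholesterol synthesis moved to -0.48 from -0.57, and the cause was not tested.

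Under the setting class by marker lists, long genes in excitatory neurons moved to -0.098 from -0.031, long genes in inhibitory neurons reversed at -0.024 from 0.036, long genes in glial cells moved to 0.42 from 0.15, Top1, excitatory moved to -2.90 from -1.75, cKO minus WT share of cells, excitatory moved to -4.21 percentage points from -6.52 percentage points, and the cause was not tested.

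Under the setting cells thinned to 1000 UMIs, long genes in excitatory neurons reversed at 0.0088 from -0.031, long genes in inhibitory neurons moved to 0.057 from 0.036, long genes in glial cells moved to 0.086 from 0.15, Ptgds in inhibitory neurons reversed at -0.020 from 2.18, length of genes lower in cKO excitatory neurons moved to 189 kb from 226 kb, axon list moved to -0.30 from -0.48, p53 targets moved to 0.13 from 0.72, cholesterol synthesis moved to -0.62 from -0.57, and the cause was not tested.

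Under the setting Louvain resolution 0.5, long genes in excitatory neurons moved to -0.071 from -0.031, long genes in inhibitory neurons moved to 0.034 from 0.036, and the cause was not tested.

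Under the setting cells with more upper layer marker UMIs, long genes in excitatory neurons reversed at 0.071 from -0.031, and the cause was not tested.

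Under the setting genes longer than 200 kb, long genes in excitatory neurons moved to -0.071 from -0.031, long genes in inhibitory neurons moved to 0.013 from 0.036, and the cause was not tested.

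Under the setting no filter on low counts, long genes in inhibitory neurons moved to 0.033 from 0.036, long genes in glial cells moved to 0.083 from 0.15, and the cause was not tested.

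Under the setting at least 10 counts in every library, long genes in inhibitory neurons moved to 0.053 from 0.036, and the cause was not tested.

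Under the setting cKO cells without label KO2, long genes in inhibitory neurons moved to 0.0055 from 0.036, long genes in glial cells moved to 0.099 from 0.15, long genes in excitatory neurons minus glial cells, moved to -0.11 from -0.15, and the cause was not tested.

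Under the setting mitochondrial share at most 5%, long genes in inhibitory neurons moved to 0.047 from 0.036, long genes in glial cells reversed at -0.011 from 0.15, Cenpf in excitatory neurons reversed at -0.37 from 1.96, cells kept moved to 510 cells from 1598 cells, and the cause was not tested.

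Under the setting clustering on 2000 variable genes, long genes in inhibitory neurons moved to 0.026 from 0.036, long genes in glial cells moved to 0.064 from 0.15, Top1, excitatory moved to -2.04 from -1.75, excitatory cells moved to 562 cells from 509 cells, and the cause was not tested.

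Under the setting clustering without named genes, long genes in inhibitory neurons moved to 0.047 from 0.036, and the cause was not tested.

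Under the setting equal numbers of cells, long genes in inhibitory neurons moved to 0.011 from 0.036, long genes in glial cells moved to 0.16 from 0.15, and the cause was not tested.

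Under the setting cells over 20000 UMIs left out, long genes in inhibitory neurons moved to 0.046 from 0.036, Top1, excitatory moved to -2.03 from -1.75, and the cause was not tested.

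Under the setting genes longer than 50 kb, long genes in inhibitory neurons moved to 0.029 from 0.036, long genes in glial cells moved to 0.13 from 0.15, and the cause was not tested.

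Under the setting shorter genes matched on expression, long genes in inhibitory neurons moved to 0.042 from 0.036, and the cause was not tested.

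Under the setting without called doublets, long genes in glial cells moved to 0.22 from 0.15, and the cause was not tested.

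Under the setting glial with the cluster led by microglial genes, long genes in glial cells moved to 0.22 from 0.15, and the cause was not tested.

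Under the setting excitatory libraries drawn down to the depth of the other class, long genes in excitatory neurons minus glial cells, moved to -0.20 from -0.15, and the cause was not tested.

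With each WT mouse left out in turn, long genes in inhibitory neurons lay between 0.043 and 0.045, long genes in glial cells lay between 0.13 and 0.14, the longest bin lay between -0.26 and -0.23, length of genes lower in cKO excitatory neurons lay between 159 kb and 204 kb, cholesterol synthesis lay between -0.65 and -0.59, ribosomal proteins lay between -0.19 and 0.084, and the cause was not tested. The longest bin then holds another number of genes than in the main value.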

Differences from the paper's values

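The paper's log2 fold change of Top1 in excitatory neurons is -1.08 and the log2 ratio here is -1.75, with no alternative set before the data were examined within the spread of the WT mice of the paper's value. The paper's log2 fold change of Ptprd is -0.75 and the ratio here is -0.87. Of those alternatives the nearest was library size only (-0.78), whose gap from the paper's value is about the spread of the WT mice and cannot be told from it at the digits the paper gives. The others differed by more than that spread. The spread leaves out counting error and differences between cKO mice. The counting interval of the Ptprd ratio here includes the paper's value, so no difference for Ptprd can be read from it. That of the Top1 ratio does not include the paper's value. The mean log2 fold change of the longest excitatory bin is about -0.15 in Fig. 5c, read by eye, and -0.28 here, where bins of 100 genes end in the same genes and also differed. The bin here holds only 33 genes, and the full bin of 200 genes before it was at -0.11. The paper does not give the number of genes in its last bin. The values may therefore cover unlike sets of genes, and no difference from the paper can be read from them. The paper's values come from DESeq2, its text does not say whether cells or mice were the replicates, and the values here are ratios of pooled cells, which is a limit of the comparison.

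The paper's numbers of changed genes and the mean length of its lower genes are not set beside values here, because no gene was called.

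The paper states that long genes are lower in excitatory neurons and unbiased in the other clusters. Here the difference at 100 kb was -0.031 in excitatory neurons, against -0.032 between the WT mice, and 0.15 in glial cells. At 50 kb it was -0.0046 (percentile 67.3 among random lists), against shorter genes of the same expression -0.012, with cells thinned 0.0088 and without label KO3 0.014. At 200 kb, with a percentile of 0.0200, the excitatory difference was -0.071. With classes from marker lists it was -0.098, and at resolution 0.5, chosen after seeing the values, -0.071. With a mitochondrial limit of 5% the glial difference was -0.011.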

Other observations

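In this part the tests of Neurod6, Rps2, Nts, glial long genes and fewer upper layer cells were chosen after the results were seen. The other tests were written after the counts were opened and before genotypes were compared within classes. Values without 1 cKO label and for WT2 over WT1 were also chosen after.

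At 100 kb the excitatory difference in long genes was as small as that between the WT mice, so explanations of it cannot be told apart. It was 0.071 in cells with more upper layer marker UMIs, -0.057 in cells with more lower layer marker UMIs, 0.0088 with cells thinned to 1000 UMIs and -0.012 against shorter genes of the same expression. The excitatory minus inhibitory value was -0.068. A change in the mix of layers alone would remove the difference within each layer, and it was larger in the lower layer cells. Cells with more lower layer marker UMIs were 72.7% of the class in WT1, 61.5% in WT2 and 78.6% in cKO, so no lower share of them was seen. With cells thinned the difference below 0 was gone, as a difference in depth per cell would give. The excitatory minus inhibitory value lay below 0, as it would if quality of the libraries were not the cause. Each rests on 1 pooled cKO sample and a difference at 100 kb no larger than that between WT mice, so none was decided. At 200 kb the excitatory difference was -0.071, and no WT2 over WT1 value is given there.

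Neurod6, of which 1 of 2 alleles carries Cre in cKO mice, had a log2 ratio of -0.66 (-0.81 to -0.51), -0.79 against WT1 and -0.45 against WT2, between no change and the value of -1 that loss of 1 of 2 alleles would give. Neurod2, which carries no Cre, was at 0.31, 0.55 against WT1 and 0.0088 without WT1. The Cre allele is a candidate cause that these values leave open.

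In cKO excitatory neurons 31.6% (counting interval 27.6 to 36.1) of the mean WT level of Top1 was left by CPM. Abundant astrocyte transcripts reached 4.00% to 14.1% of their glial level in the same cells, and 1.34% to 7.40% in pooled WT excitatory neurons. The rule, written after the counts were opened and before genotypes were compared within classes, takes a share several times larger than that of astrocyte transcripts in cKO, whose median was 7.10%, as a sign against free RNA. The value of 31.6% meets that rule. The share was 34.8% without label KO2, where astrocyte transcripts reached 4.32% to 13.1%, 19.2% without label KO3, where they reached 3.20% to 15.5%, and 13.8% in the 86 cKO cells that marker lists class as excitatory. Classes from marker lists were set as an alternative before the data were examined, and their use for this share, like that of single labels, was chosen after seeing the data. No share of astrocyte transcripts was taken for the classes from marker lists, so the rule was not applied to them. The reading was changed to undecided after the main value was seen. Astrocytes are a small share of the cells while Top1 is in every class, so free RNA could hold relatively more Top1. It cannot be told apart from other sources, such as cells that escaped deletion or cells of another class placed in this one. The counts are per gene and do not show whether a transcript came from a deleted or an intact allele.

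Without scaling, 50.0% of genes had fewer UMIs per cell in cKO excitatory neurons, 53.2% against WT1 and 42.7% against WT2. Depth left in the values as a source of mostly lower genes cannot be told apart, since the WT mice fall on both sides of 50%.

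Upper layer markers lay -0.25 from the other genes in cKO excitatory neurons (percentile 2.19), -0.49 without WT1, -0.12 without WT2, -0.44 without label KO3 and 0.30 for WT2 over WT1. Fewer upper layer cells in the class may be the cause, with 13.5% of cKO cells and at least 23.0% of WT cells. The share is counted with the same markers, so it cannot be told apart from lower expression. Lower layer markers were at 0.041, 0.13 without WT1, -0.0031 without WT2 and 0.015 without label KO3. Loss of lower layer neurons would lower them against upper layer markers, and the WT mice differ too much in both lists to decide.

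Ribosomal proteins were at 0.0077, -0.19 without WT1, 0.084 without WT2, -0.067 without label KO2 and 0.14 without label KO3, with 0.19 for WT2 over WT1. Immediate early genes were at 0.00088, -0.29 without WT1, 0.34 without WT2, 0.053 without label KO2 and -0.12 without label KO3. Neither list has a direction here.

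Rps2 was higher in excitatory neurons and in glial cells (1.40 (0.94 to 1.96)), a difference of -0.12, and Nts was higher in excitatory and inhibitory neurons, a difference of -0.32. Both may be differences between mice or libraries that are not specific to a class. With 1 pooled cKO sample these cannot be told apart from an effect of genotype.

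Chd6 lies near Top1 on chromosome 2 and had a log2 ratio of 0.95 (0.64 to 1.29) in excitatory neurons, with 77, 42 and 254 UMIs in WT1, WT2 and cKO. It was chosen after its values were seen. A link to the deletion was not tested.

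Long genes were higher in the largest unnamed cluster by 0.18, and in glial cells by 0.15, so a difference between libraries that is not specific to glial cells may be the cause and stays open.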
